# Treatment of intermittent hypoxia increases phosphorylated tau in the hippocampus via biological processes common to aging

**DOI:** 10.1186/s13041-016-0282-7

**Published:** 2017-01-05

**Authors:** Sosuke Yagishita, Seiya Suzuki, Keisuke Yoshikawa, Keiko Iida, Ayako Hirata, Masahiko Suzuki, Akihiko Takashima, Kei Maruyama, Akira Hirasawa, Takeo Awaji

**Keywords:** Sleep-disordered breathing, Intermittent hypoxia, Gene ontology-based microarray analysis, Alzheimer disease, Tau

## Abstract

Sleep-disordered breathing produces cognitive impairments, and is possibly associated with Alzheimer disease (AD). Intermittent hypoxia treatment (IHT), an experimental model for sleep-disordered breathing, results in cognitive impairments in animals via unknown mechanisms. Here, we exposed mice to IHT protocols, and performed biochemical analyses and microarray analyses regarding their hippocampal samples. In particular, we performed gene ontology (GO)-based microarray analysis to elucidate effects of IHT on hippocampal functioning, which were compared with the effects of various previously-reported experimental conditions on that (ref. Gene Expression Omnibus, The National Center for Biotechnology Information). Our microarray analyses revealed that IHT and aging shared alterations in some common GO, which were also observed with kainic acid treatment, Dicer ablation, or moderate glutamate excess. Mapping the altered genes using the Kyoto Encyclopedia of Genes and Genomes PATHWAY database indicated that IHT and aging affected several pathways including “MAPK signaling pathway”, “PI3K-Akt signaling pathway”, and “glutamatergic synapse”. Consistent with the gene analyses, in vivo analyses revealed that IHT increased phosphorylated tau, reflecting an imbalance of kinases and/or phosphatases, and reduced proteins relevant to glutamatergic synapses. In addition, IHT increased phosphorylated p70 S6 kinase, indicating involvement of the mammalian target of rapamycin signaling pathway. Furthermore, IHT mice demonstrated hyperactivity in Y-maze tests, which was also observed in AD models. We obtained important data or something from the massive amount of microarray data, and confirmed the validity by in vivo analyses: the IHT-induced cognitive impairment may be partially explained by the fact that IHT increases phosphorylated tau via biological processes common to aging. Moreover, as aging is a major risk factor for AD, IHT is a novel model for investigating the pathological processes contributing to AD onset.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13041-016-0282-7) contains supplementary material, which is available to authorized users.

## Introduction

Sleep-disordered breathing (SDB) is characterized by recurrent arousals from sleep and intermittent hypoxemia. Associations have been suggested between SDB and various disorders, including hypertension [1, 2], cardiovascular disease [3], diabetes [4], and dementia such as Alzheimer disease (AD) [5–7]. Patients with SDB often have cognitive impairments, which are associated with intermittent hypoxia, but not with sleep fragmentation or duration of sleep [8–10]. Thus, intermittent hypoxia treatment (IHT) has been used as an experimental animal model for SDB [11–23]. Consistent with previous clinical studies, rats or mice exposed to IHT, but not to sustained hypoxia [23], demonstrated memory impairment [16, 21–23], which was attenuated by exogenous administration of growth hormone or erythropoietin [12, 23]. However, the mechanisms of IHT-induced cognitive impairments have not been elucidated. In the present study, in order to find a clue to the mechanisms, we aimed to understand the effects of IHT in the hippocampus, which has crucial roles in learning and memory.

Various complex pathways are involved in cognitive impairments, which are often associated with aging and dementia such as AD [24], therefore, we first performed a microarray analysis. The resulting data were subjected to a principal component analysis (PCA), and gene ontology (GO)-based microarray analysis according to a previous report [25]. We analyzed not only our experimental data, but also various other data published in Gene Expression Omnibus (GEO: The National Center for Biotechnology Information), in relation to measure of hippocampal functioning. Comparing the massive amount of microarray data led to successful identification of several experimental models that shared gene alterations common with our IHT model. Next, we mapped the altered genes using the Kyoto Encyclopedia of Genes and Genomes (KEGG) PATHWAY database, and investigated several pathways that may be affected by IHT. Finally, we confirmed the insights obtained from in silico analyses by performing in vivo analyses, with findings indicating that IHT increases level of phosphorylated tau (P-tau).

## Methods

### Animals

C57BL/6J male mice were purchased from Tokyo Laboratory Animals Science Co., Ltd. (Tokyo, Japan), and began experiments when they were at 10-weeks-old. We also prepared mice reared for 12 months, in order to perform the microarray analysis. Animals were handled according to procedures approved by the Animal Care and Use Committee of Saitama Medical University.

### Antibodies

For immunoblots of total tau, we used rabbit polyclonal anti-tau, JM [26]. For immunoblots of phosphorylated tau at each epitope, we used the following antibodies: mouse monoclonal AT270 (Innogenetics, Gent, Belgium), which recognizes pThr181; rabbit polyclonal anti-pSer199 (Biosource, Camarillo, CA); mouse monoclonal AT8 (pSer202, pThr205) (Innogenetics); rabbit polyclonal anti-pThr212 (Biosource); rabbit polyclonal anti-pSer214 (Invitrogen, Carlsbad, CA); mouse monoclonal AT180 (Innogenetics), which recognizes pThr231; rabbit polyclonal anti-pSer396 (Biosource); rabbit polyclonal anti-pSer400 (Sigma-Aldrich, St. Louis, MO); rabbit polyclonal anti-pSer404 (Millipore, Billerica, MA). For immunoblots for other proteins, we used the following antibodies: mouse monoclonal anti-VGluT1 (Millipore); mouse monoclonal anti-synaptophysin (Sigma-Aldrich); rabbit polyclonal anti-GluA1 (Synaptic Systems, Goettingen, Germany); mouse monoclonal anti-GluA2 (Millipore); mouse monoclonal anti-PSD-95 (BD Transduction Laboratories, San Jose, CA); rabbit polyclonal anti-PICK1 (Thermo Fishier Scientific, Waltham, MA); mouse monoclonal anti-α-Tubulin (Sigma-Aldrich); mouse monoclonal anti-GSK-3β (BD Transduction Laboratories); rabbit polyclonal anti-phospho-GSK-3β (Ser9) (Cell Signaling Technology, Danvers, MA); mouse monoclonal anti- phospho-GSK-3β (Tyr216) (BD Transduction Laboratories); rabbit polyclonal anti-PP2A A subunit, B subunit, and C subunit (Cell Signaling Technology); rabbit polyclonal anti-p70 S6 kinase (Cell Signaling Technology); rabbit polyclonal anti-phospho-p70 S6 kinase (Thr389) (Cell Signaling Technology).

### Intermittent hypoxia treatment (IHT)

Mice were placed in a breeding cage connected to an apparatus that controlled gas injection (N_2_ or room air) and an evacuation tube (Fig. 1a). The IHT group was exposed to a protocol of 1 min of pure N_2_ injection, in order to reduce the fraction of inspired O_2_ (FIO_2_) from 21 to 5%, followed by 2 min of room air injection to increase FIO_2_ from 5 to 21% (Fig. 1b). This 3 min cycle was repeated for 8 h each day (from 9:00 to 17:00): we refer the duration as “IHT”. During the remaining 16 h, the animals were maintained in normoxia (from 17:00 to 9:00 in the next morning).

**Fig. 1:**
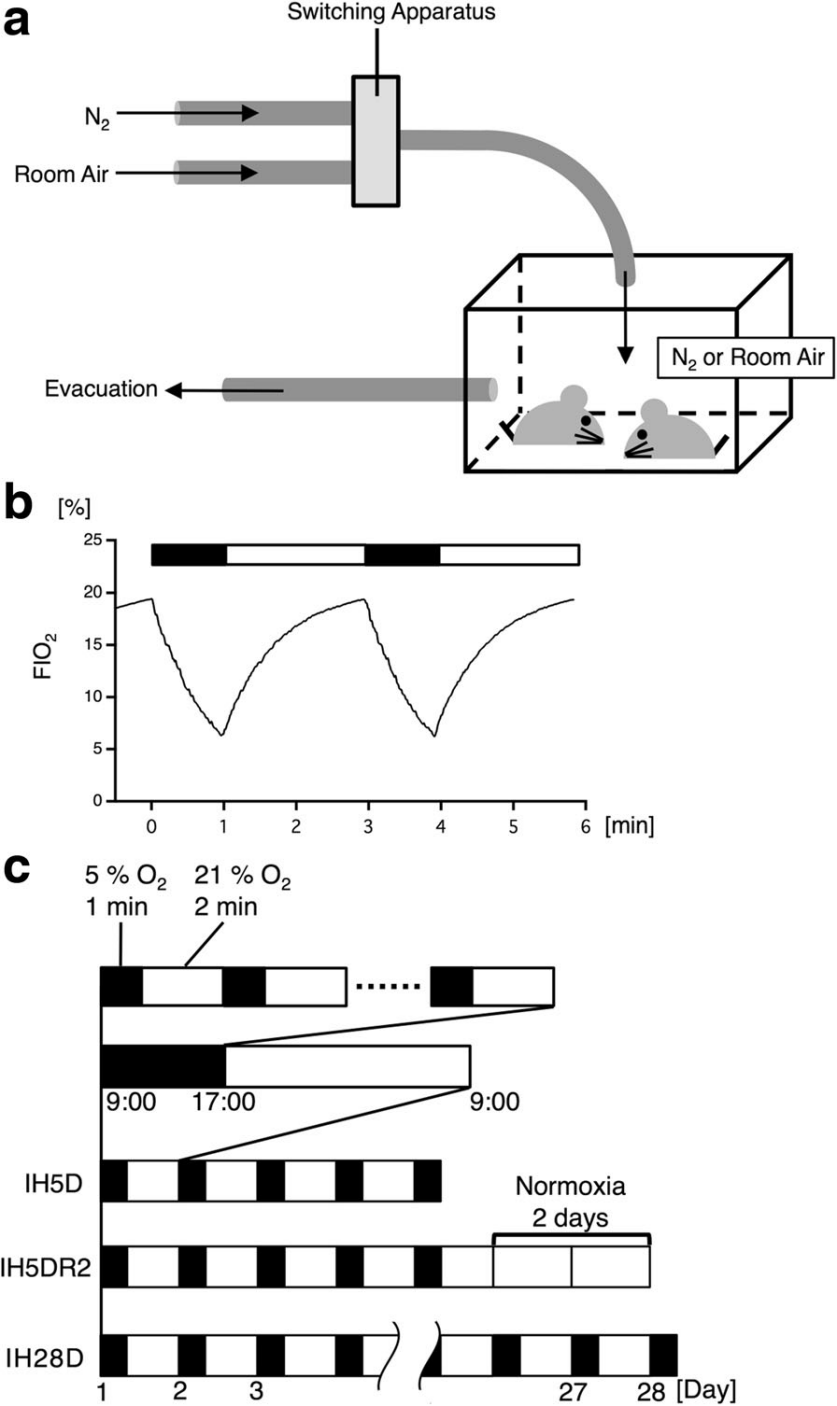
Intermittent hypoxia treatment (IHT) protocols. **a** The apparatus for IHT was composed of a chamber, in which mice were habituated, connected with an injection tube and an evacuation tube. The injection tube was connected to bottled N_2_ gas and an air pump through a switching apparatus with a solenoid valve and timers, by which gas was controlled for injection into the chamber. **b** Time course of fraction of inspired O_2_ (FIO_2_) during IHT. FIO_2_ was reduced to 5% by 1 min of pure N_2_injection, and FIO_2_ was increased to 21% by 2 min of room air injection. The black box indicates the duration of N_2_ injection, and the white box indicates the duration of room air injection. **c** The IHT protocol was composed of 3 min cycles, which included of 1 min of pure N_2_ injection followed by 2 min of room air injection. Cycles were repeated from 9:00 to 17:00. The remainder of the day (16 h) was composed of normoxia treatment. The IH5D group was exposed to IHT for 5 days, and the IH5DR2 group was exposed to IHT for 5 days, followed by normoxia treatment for 2 days. The IH28D group was exposed to IHT for 28 days. The black box indicates repetition of the 3 min cycles for 8 h. The white box indicates normoxia treatment

Mice underwent various protocols of IHT: IH5D, IH5DR2, and IH28D (Fig. 1c). Mice in the IH5D group were exposed to the IHT for 5 times, and then sacrificed immediately after the end of the final IHT. Mice in the IH5DR2 group were exposed to IHT for 5 times and followed by normoxia treatment for 64 h (16 h + 24 h × 2), and were then sacrificed. Mice in the IH28D group were exposed to the IHT for 28 times, and then sacrificed immediately after the end of the final IHT.

We applied the IH5D protocol as a standard to investigate the effect of IHT. The effects of rescue from IHT were investigated by exposing mice to the IH5DR2 protocol. The effects of elongating the IHT period were studied by exposing mice to the IH28D protocol. As the experimental control for the IH28D group, we reared mice for 28 days under normoxia condition (Ctrl28).

### Brain isolation

Immediately following the indicated protocol, mice were sacrificed by cervical dislocation according to procedures approved by the Animal Care and Use Committee of Saitama Medical University. We performed sacrifices and dissection in separate rooms. Isolated brains were chilled with phosphate-buffered saline, and stored at −80 °C until use.

### RNA extraction

Total RNA was extracted from hippocampus using ISOGEN (Nippon Gene, Tokyo, Japan), and was used for microarray analyses.

### Microarray analysis

Microarray analysis was performed as described previously [27]. Briefly, genome-wide mRNA expression profiles were obtained by microarray analysis with the Affymetrix GeneChip Mouse (430 2.0) Array, according to the manufacturer’s instructions. Normalized data are available at the GEO database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE62385.

The microarray data obtained from the in vivo model and GEO (GSE32583 and GSE32591… etc.) were examined and visualized using R/Bioconductor [28], as described previously [25, 28]. The expression levels of our microarray data were calculated from probe intensities and arrays normalized using the mas5 method [29]. Only probe sets with normalized signals >20 were defined as expressed, and were selected for analyses. The expression of individual genes was defined as altered when comparison of the average normalized signal intensities using the Bioconductor package Genefilter gave a value with *P* <0.05 using Welch’s ANOVA. We performed principle component analysis on the results of standardized microarray data using the statistical package R. In order to investigate the ontology of differentially expressed genes, enriched expression of GO terms were assessed and confirmed with the hypergeometric test [30], using the Bioconductor package GOstats/GSEABase. These programs determine which GO terms identified from lists of affected genes are statistically over— or under-represented, compared to the GO terms represented in the microarray as a whole. Hierarchical clustering was performed using Ward’s method to calculate the linkage distances based on the correlation coefficient between samples or GO terms.

### Biochemical analysis

Hippocampal samples were homogenized with Tris-buffered saline (TBS) containing protease inhibitor cocktail (Roche Diagnostics Ltd, Mannheim, Germany) and phosphatase inhibitor cocktail (Nacalai Tesque, Kyoto, Japan). The homogenates were ultracentrifuged at 32,000 x *g*, for 20 min, at 4 °C (Rotor: TLA45, Beckman Coulter). Protein concentrations of the supernatants and the sonicated pellets were determined using a BCA protein assay kit (Nacalai Tesque), and were adjusted to 1 ~ 2 μg/μL with sample buffer containing SDS. Samples were boiled at 96 °C for 10 min before being used for conventional SDS-PAGE, followed by transfer to nitrocellulose membranes. After blocking with skim milk (MEGMILK SNOW BRAND Co., Ltd., Tokyo, Japan), the membranes were incubated with the indicated primary antibody. After treatment with horseradish peroxidase-conjugated secondary antibody, the membranes were treated with reagent for exposure (Chemi-Lumi One Super, Nacalai Tesque; ImmunoStar LD, Wako, Osaka, Japan). Images of the membranes were captured with the ChemiDoc^TM^ XRS+ system (Bio-Rad, Hercules, CA) or a C-Digit Blot Scanner (LI-COR, Lincoln, NE), and analyzed using Image J software.

### Y-maze test

The Y maze apparatus (Hazai-ya, Tokyo, Japan) was a 3-arm maze with equal angles between all arms (8 cm width) and a bottom with 40 cm (length) and 15 cm height. Mice were tested individually by placing them in an arm of the maze and allowing them to move freely throughout the 3 different arms for 10 min. The sequence and entries into each arm were recorded. An alternation was determined from successive consecutive entries into the 3 different arms on overlapping triads in which all arms were represented. For example, ACBABCABAB, a sequence of entries to the 3 arms A, B, or C, would generate 5 ‘successful’ alternations, ACB, CBA, ABC, BCA, and CAB; the total number of possible alternations corresponded to the number of the total arm entries minus 2 (in this example, the total number would equal 8). The percentage alternation was calculated as (the number of ‘successful’ alternations divided by the number of the total arm entries minus 2) × 100. We analyzed the percentage alternation and the total number of arm entries. The schedule of behavioral tests is shown in Fig. 5a or d. Mice completed the Y-maze test (Pre) and were then divided into control (Ctrl) and IHT groups. Significant differences between the 2 groups did not occur for the percentage alternation or the total number of arm entries (Figs. 5b and c, Pre; 5e-f, Pre). For the IH5D protocol (Fig. 5a), the IHT group was exposed to IHT for 5 days. For the remaining 2 days, all mice were treated with normoxia. At day 5 and 7, all mice completed the Y-maze test. For the IH28D protocol (Fig. 5d), the IHT group was exposed to IHT for 28 days. At day 28, all mice completed the Y-maze test.

### Statistical analysis

Statistical analyses were performed using Prism 6 (GraphPad Software Inc., La Jolla CA). Quantification of Western blotting data were analyzed by one-way ANOVA followed by Dunnett’s tests. We used Student’s t-tests to compare 2 groups. Analyses of behavioral data were performed by two-way ANOVA followed by Tukey’s multiple comparison tests. Statistical significance was indicated by *p* <0.05.

## Results

### GO-based microarray analysis reveals common biological processes between IHT and aging

In order to understand the effects of IHT on hippocampal functioning, mice underwent various IHT protocols: IH5D, IH5DR2, and IH28D (Fig. 1; also see the Methods section). As the experimental control for IH28D, we used mice reared for 28 days under normoxia condition (Ctrl28). Since a previous review indicated that IHT caused aging processes [31], we also studied mice reared for 12 months (12 m) at our institution. 

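RNA from the hippocampus of 6 groups of mice was measured on Affymetrix mouse genome arrays, with 3 arrays per group. The groups were untreated controls (Ctrl), mice exposed to IHT for 5 days (IH5D), mice kept in normoxia for 64 h after these 5 days (IH5DR2), controls kept for 28 days (Ctrl28), mice exposed to IHT for 28 days (IH28D), and mice reared for 12 months (12 m). Of the genes the paper names, Ppp2r1a, which encodes the scaffold subunit of the phosphatase PP2A, had a signal of 8792 ± 764 in Ctrl (mean ± SD, n = 3 arrays). Glud1, which encodes glutamate dehydrogenase, stood at 964 ± 81.4 in Ctrl. Vegfa, a hypoxia-induced growth factor that the paper does not name, stood at 81.8 ± 1.93. Signals of different probe sets cannot be compared with each other. IHT ran for 8 h per day in cycles of 3 min, and IH5D and IH28D mice were killed right after the last session, in the late afternoon. The 64 h of normoxia put the killing of IH5DR2 mice in the morning, and the text gives no hour for Ctrl, Ctrl28 and 12 m. The Ctrl28 arrays have later record numbers than all other arrays, and whether they were run in another batch is not known. The authors computed the signals from probe intensities, and the deposited values are the log2 of these signals for 45101 probe sets. With a mean signal above 20, 22932 probe sets remained, and the probe set of highest mean signal represented each gene. Fold changes are log2 differences between group means, and adjusted p-values (Benjamini-Hochberg) come from one limma fit of all 18 arrays. The number of arrays per group limits the precision, and the p-values measure the spread between these arrays, whose labels do not say whether each came from a separate mouse.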

Total hippocampal RNA was extracted, and used for the microarray analysis.

We performed PCA, in order to assess global variance in gene expression profiles among control (Ctrl), IH5D, IH5DR2, Ctrl28, IH28D, and 12 m groups (Fig. 2a and b). The Ctrl and 12 m groups were located furthest along the PC1 axis, and the IH5D, IH5D2R, and IH28D groups were appeared in order at the middle of the axis (Fig. 2a). In addition, the Ctrl28 group was also appeared between Ctrl and 12 m along the PC1 axis.

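Hippocampi at the 12 m end of PC1 had higher signals of long neuronal genes and lower signals of mitochondrial and ribosomal genes than hippocampi at the Ctrl end. Long neuronal and synaptic adhesion genes, such as Rbfox1, a neuronal splicing regulator, and Lsamp, a cell adhesion protein of limbic neurons, had higher signals towards 12 m in all but 1 of 26 cases (median correlation with the PC1 score -0.778). Of 72 genes of oxidative phosphorylation, which make ATP in mitochondria, 70 had higher signals towards Ctrl (median correlation 0.704), as did 42 of 42 ribosomal protein genes (0.65). The mean PC1 score was 147 ± 48.9 in Ctrl, 17.9 ± 7.69 in IH5DR2, 11.6 ± 21.0 in IH5D, -41.5 ± 29.6 in IH28D and -109.8 ± 10.2 in 12 m (SD, n = 3 arrays per group). Arrays of Ctrl overlapped with none of these groups, 12 m arrays overlapped with neither IH5D nor IH28D arrays, and IH28D arrays did not overlap with IH5D arrays (exact permutation test, two-sided p = 0.1 for each pair, the smallest value that 3 against 3 arrays allow). Scores of IH5D and IH5DR2 overlapped (exact permutation test, p = 0.7). The scores come from a principal component analysis of standardized log2 signals of all 18 arrays, and the correlations of the genes describe the axis rather than test it.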

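Ctrl28 hippocampi had lower signals of glycolytic genes and higher signals of splicing factors than Ctrl hippocampi. Pkm, which encodes pyruvate kinase, fell from 1767 ± 128 in Ctrl to 643 ± 158 in Ctrl28 (mean ± SD, n = 3 arrays per group; log2 -1.48, adjusted p = 1.13e-06), and Tpi1, which encodes triosephosphate isomerase, fell from 4394 ± 684 to 2403 ± 232 (-0.86, 6.27e-05). Of 14 glycolysis genes 8 fell and none rose (9 and 0 when adjusted over the list alone; median log2 -0.55, camera adjusted p = 0.000319, and 0.972 with an estimated correlation). Of 121 splicing factors, such as the RNA-binding protein gene Hnrnpa2b1 (0.74, 6.72e-05), 50 rose and 13 fell (54 and 15 over the list alone; median 0.29, camera adjusted p = 0.000508, and 0.972 with an estimated correlation). The 3' to 5' gap of Actb and Gapdh, a log2 measure of RNA degradation, averaged 2.39, 0.82 and 0.97 on the Ctrl28 arrays, 0.62 to 0.86 on the 12 m arrays and 0.33 to 0.53 on all others. On PC1 the Ctrl28 mean was -25.1 ± 108, with one array at 99.3 and the other two at -76.6 and -97.9. Ctrl28 overlapped with Ctrl (exact permutation test, p = 0.2) and with IH28D (p = 1), and lay apart from 12 m (p = 0.1). PC2 set Ctrl28 apart, with a mean of -115 ± 37.2 against means of 12.1 to 28.8 in the other groups.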

**Fig. 2:**
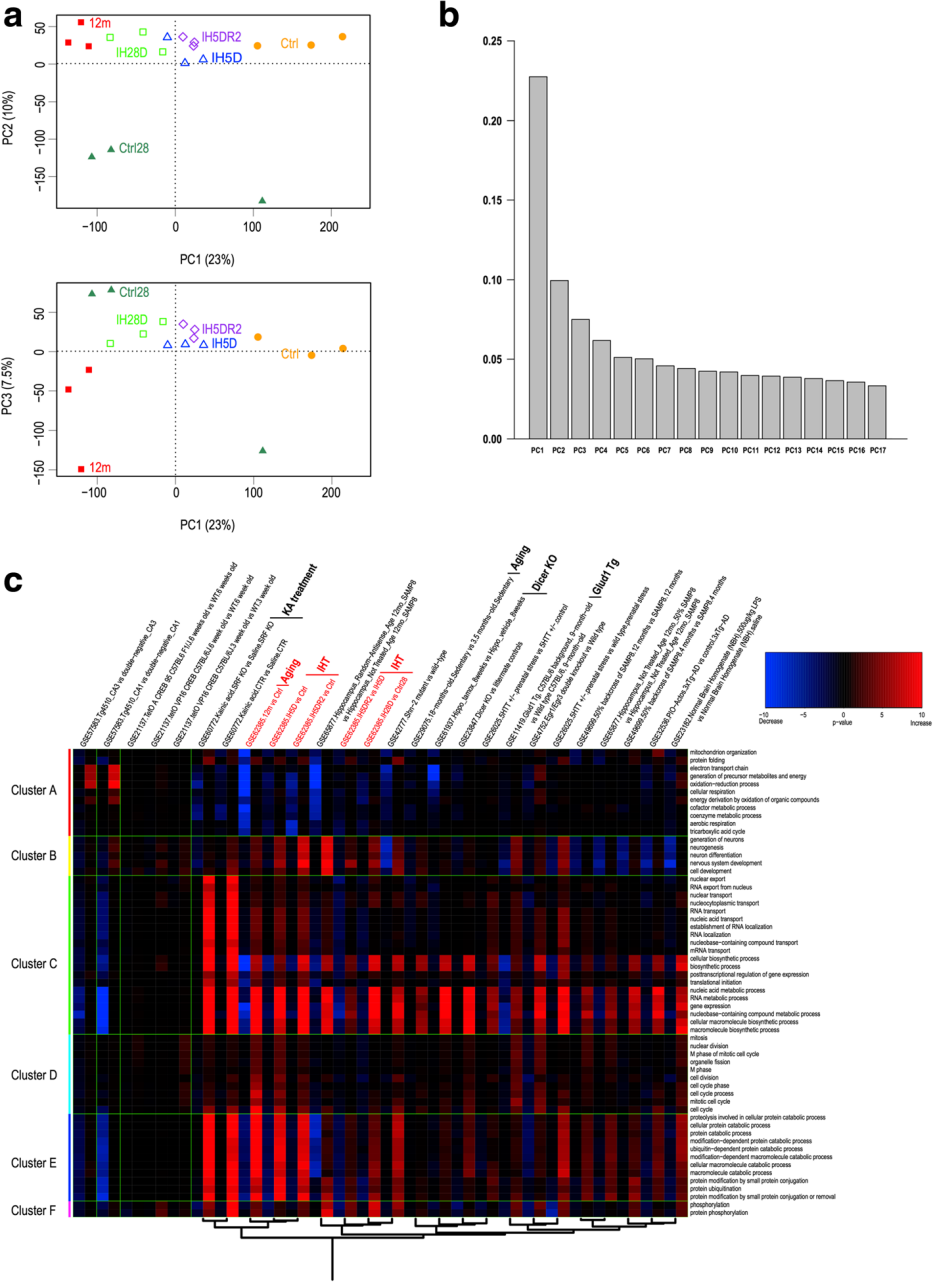
Principal component analysis (PCA) and partial results of the gene ontology (GO)-based microarray analysis. **a** PCA of hippocampal gene expression profiles. PCA plots show the 2 principle components with the greatest variation, which cover 23% (PC1) and 10% (PC2) (upper panel), or 23% (PC1) and 7.5% (PC3) (bottom panel) of the total variance, respectively. Symbols indicate the PCA representing profiles of control and experimental animals, consisting of 3 independent GeneChip experiments. **b** Screeplots of PCA results. **c** Portions of the complete heatmap (Additional file 1: Figure S1) generated by GO-based microarray analysis. The parts with green rectangles in Additional file 1: Figure S1 are extracted and displayed. GO terms are given on the vertical axis, and samples (comparisons of experimental conditions with their controls) are given on the horizontal axis. A dendrogram regarding the samples is shown at the bottom. In particular, our experimental data (GSE62385) are indicated with red-colored letters. *P* values were calculated by the hypergeometric test and denoted by -log_10_ *P*; overrepresented GO terms are shown in red and blue (increased (+) and decreased (−), respectively). Abbreviations: Ctrl = control group, IH5D = exposed to IHT for 5 days, IH5DR2 = exposed to IHT for 5 days, followed by normoxia treatment for 2 days, Ctrl28 = reared at our institution for 28 days, IH28D = exposed to IHT for 28 days, 12 m = reared at our institution for 12 months

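Glycolytic and antioxidant genes lay at the Ctrl end of the component that carried most variance. All of 14 glycolysis genes had higher signals there (median correlation with the PC1 score 0.741). So did 22 of 26 genes of the antioxidant response (0.62), which encode enzymes that remove peroxides. Splicing factors ran the other way, with higher signals towards Ctrl in 47 of 121 (median -0.425). PC1, PC2 and PC3 carried 36.1%, 13.4% and 8.88% of the variance of the 22932 probe sets with a mean signal above 20. Without a minimum signal the shares were 22.7%, 9.95% and 7.5%. On PC3 the 12 m group lay at -53.1 ± 48.1 (SD, n = 3 arrays), with its arrays at -18.1, -33.3 and -108. The array at -108 also had higher mean signals of neocortex genes and of striatum and septum genes than all other arrays. Ctrl28 array 1 lay at -99.8.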

Simultaneously, we performed a GO-based microarray analysis to compare our experimental data (GSE62385) with the various data obtained from GEO: hippocampal microarray data that were relevant to memory formation, cognitive impairment, neurodegeneration, and development. Based on the GO-based microarray analysis, we generated a GO heatmap with a gene clustering dendrogram on the left, indicating linkage in alteration profile. We also produced a sample correlation dendrogram on the bottom of the heatmap, indicating similarity in comprehensive gene expression among data from various experimental models (Additional file 1: Figure S1, the complete heatmap). Fig. 2c shows portions of the complete heatmap, which are marked with green rectangles in Figure S1. The dendrogram (Fig. 2c, bottom) revealed that similar alterations in gene expression patterns occurred with IHT (IH5D vs. Ctrl, IH5DR2 vs. Ctrl, IH28D vs. Ctrl28; GSE62385) and aging (12 m vs. Ctrl; GSE62385). Therefore, our PCA and GO-based microarray analyses indicate that IHT and aging shared common biological processes.

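Named mitochondrial and neuronal genes moved the same way after 5 days of IHT and at 12 months. After 28 days of IHT Cdk5 rose against Ctrl28 while it fell at 12 months, and both changes turned with the control groups exchanged. Fgf14, an intracellular partner of sodium channels, rose in IH5D from 47.7 ± 12.7 to 125 ± 38.8 (mean ± SD, n = 3 arrays per group; log2 1.38, adjusted p = 0.034) and in 12 m to 247 ± 63.2 (2.37, 8.08e-05). Uqcrc1, a subunit of respiratory complex III, fell in IH5D (-0.54, 0.0304) and in 12 m (-0.99, 3.84e-05; -0.21 and 0.298 against Ctrl28 in place of Ctrl). Cdk5, a kinase of neurons, rose in IH28D against Ctrl28 (0.74, 0.00289) and fell in 12 m (-0.90, 9.79e-05). With the control groups exchanged it turned in both, to -0.40 in IH28D against Ctrl and 0.25 in 12 m against Ctrl28, and with the mean of all its probe sets the IH28D change of Cdk5 did not pass (0.26, 0.245). Over all tested genes the log2 changes of IH5D and 12 m correlated with r = 0.855 (Spearman 0.837). Of the genes that passed in both comparisons, 621 rose in both (136 expected by chance), 128 fell in both (41.4 expected) and none moved in opposite ways. For IH5DR2 and 12 m r was 0.806 (Spearman 0.799), with 499 genes up in both (110 expected) and 128 down in both (45.5 expected). These pairs share the Ctrl arrays, and simulated data without any group effect gave mean r = 0.514 (0.0926 to 0.798 in 200 draws) and 0.492 (0.0281 to 0.792), with covariances of 0.0417 and 0.0394 against 0.28 and 0.256 measured. The 3 Ctrl arrays cannot be split with 2 on each side, so part of the excess may come from these arrays. Ctrl28 against Ctrl, which involves no IHT, correlated with IH5D at r = 0.731 (Spearman 0.76; simulated mean 0.478, -0.0782 to 0.78; covariance 0.186 against 0.0377 simulated), with 554 genes up in both (106 expected), 100 down in both (27.5 expected) and none opposite. Ctrl28 against Ctrl correlated with 12 m at r = 0.696 (simulated mean 0.48, 0.012 to 0.804). IH28D against Ctrl28 shares no array with 12 m against Ctrl, and r was 0.152 (Spearman 0.081; simulated mean 0.00484, -0.433 to 0.515; covariance 0.0492 against 0.000774 simulated). Here 393 genes rose in IH28D and fell in 12 m (223 expected), 87 rose in both (153 expected), 142 fell in both (90.1 expected) and 30 fell in IH28D and rose in 12 m (61.7 expected). With the control groups exchanged, IH28D against Ctrl and 12 m against Ctrl28, which share no array either, r was 0.40 (Spearman 0.368; simulated mean -0.0258, -0.555 to 0.508; covariance 0.124 against -0.00207 simulated). Then 509 genes rose in both (164 expected), 302 fell in both (153 expected), 44 rose in IH28D and fell in 12 m (169 expected) and 70 did the reverse (148 expected). Without Ctrl28 array 1 the r of IH28D against Ctrl28 was -0.163, without Ctrl28 array 2 it was 0.251, and without Ctrl28 array 3 it was 0.327.

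**Figure D1:**
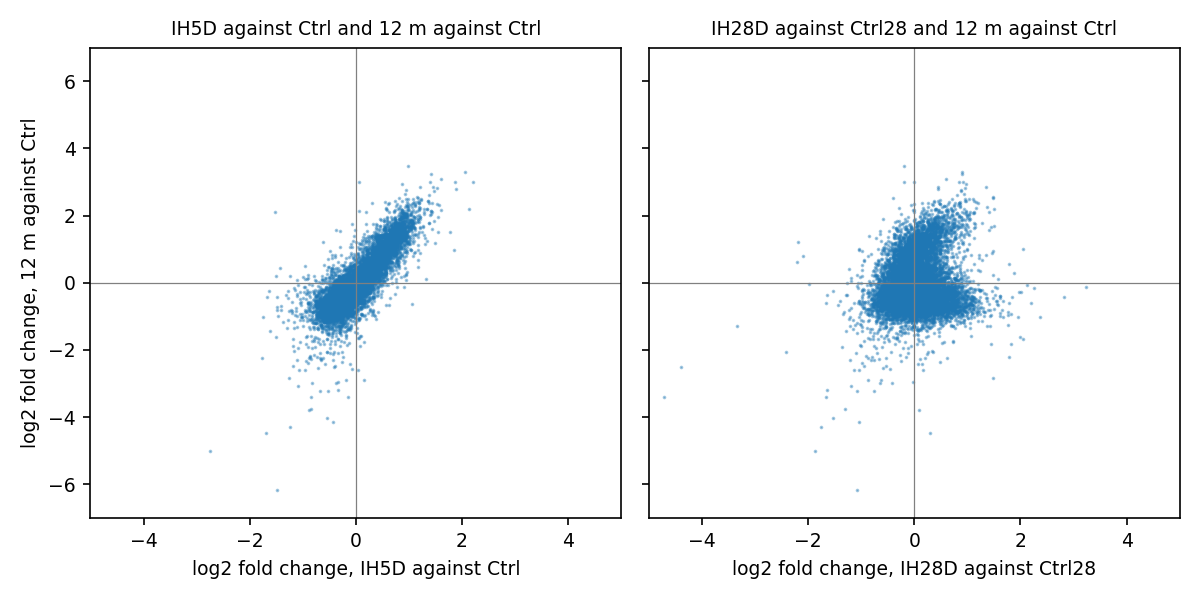
Log2 fold changes of each tested gene. Left, IH5D against Ctrl and 12 m against Ctrl, which share the Ctrl arrays. Right, IH28D against Ctrl28 and 12 m against Ctrl, which share no array. Each group has 3 arrays.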

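Among genes with a signal of at least 100, the largest rises after 5 days of IHT included Stxbp5l and Ftx, and the largest falls Lcat and Ifi35. Stxbp5l, which encodes the SNARE-binding protein tomosyn-2, rose from 88.6 ± 20.6 to 223 ± 26.5 (mean ± SD, n = 3 arrays per group; log2 1.35, adjusted p = 0.0293). The noncoding RNA Ftx rose by 1.36 (0.0416), Cenpc1, a centromere protein, by 1.26 (0.0175), Rpgr, a protein of the cilium, by 1.24 (0.00886), and Pnisr, an SR-related protein of the splicing machinery, by 1.21 (0.03). Falls were seen in Lcat, which encodes a cholesterol acyltransferase (175 ± 26.9 to 92.5 ± 7.71; -0.92, 0.0129), the interferon-induced gene Ifi35 (-0.89, 0.034), and Rce1, which encodes a protease of prenylated proteins (-0.75, 0.0364). In IH5DR2 the nuclear RNA Malat1 rose from 895 ± 165 to 3451 ± 432 (1.96, 0.0146) and Grm5, which encodes the glutamate receptor mGluR5, by 1.44 (0.0143). Dbp, an output of the circadian clock, fell by 1.13 (0.0197), Ciart, a repressor of the clock, by 0.98 (0.027), and Fen1, a nuclease of DNA replication and repair, by 1.11 (0.0175). IH5DR2 mice were killed in the morning and the hour for Ctrl is not given. Time of day can therefore not be separated from the falls of Dbp and Ciart. In all, 760 genes passed an adjusted p of 0.05 in IH5D (629 up, 131 down; 3375 without adjustment) and 654 in IH5DR2 (510 up, 144 down; 3326 without adjustment). The IH5D count was 0 without Ctrl array 2 or 3, 18, 232 and 9 without IH5D arrays 1, 2 and 3, 494 without IH5DR2 array 2, 1323 without Ctrl array 1 and 2727 without Ctrl28 array 1. The IH5DR2 count was 0 without Ctrl array 2, 7 without Ctrl array 3, 84, 0 and 0 without IH5DR2 arrays 1, 2 and 3, 435, 405 and 378 without IH5D arrays 1, 2 and 3, 416 and 415 without 12 m arrays 1 and 2, 1353 without Ctrl array 1 and 2594 without Ctrl28 array 1. Arrays of the same number resembled each other in IH5D and Ctrl, and a block for the number gave 434 genes in IH5D over all arrays and 4092 over these 2 groups alone. In IH5D and IH5DR2, a fit of the compared groups alone gave 2130 and 2197 genes, array weights 3589 and 3567, the 3' to 5' gap as a covariate 2912 and 2624, no minimum signal 449 and 373, no variance trend 454 and 322, the mean of all probe sets 415 and 329, and the methods' t-test with adjustment 0 and 0. With the block over all arrays 340 passed in IH5DR2. Median centring gave 501 rises and 211 falls in IH5D and 328 and 223 in IH5DR2.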

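After 28 days of IHT the largest rises against Ctrl28 among genes with a signal of at least 100 included Cacng3, Kif1a and Ldb1. Cacng3, which encodes an AMPA receptor auxiliary subunit, rose from 22.7 ± 9.51 in Ctrl28 to 101 ± 9.99 in IH28D (mean ± SD, n = 3 arrays per group; log2 2.26, adjusted p = 0.000186). Kif1a, a motor of synaptic vesicle precursors, rose by 2.02 (0.000103), and Ldb1, a cofactor of LIM-domain transcription factors, by 1.98 (0.000149). Pcsk1n, an inhibitor of a prohormone convertase, rose from 360.3 ± 55.3 to 1268 ± 202 (1.81, 1.35e-06), and Tomm40, the channel of the mitochondrial outer membrane, by 1.77 (9.72e-06). Falls were seen in Lyz1, which encodes a lysozyme (219 ± 114 to 76.7 ± 23.7; -1.44, 0.00837), and S100a10, a partner of annexin A2 (-1.14, 0.0229). Gnal, a G protein subunit of the olfactory type (-1.03, 0.00575), and Xrn2, a nuclear exoribonuclease (-1.06, 0.00837), fell as well. Of all tested genes 705 rose and 285 fell (2898 without adjustment). The total of 990 was 1818 without Ctrl28 array 1, and 539 and 462 without IH28D arrays 2 and 3. A fit of these 2 groups alone gave 35 genes, array weights 3390, the 3' to 5' gap as a covariate 1857, and the methods' t-test with adjustment 1 on unlogged and 0 on log2 signals. Median centring gave 410 rises and 402 falls. Against Ctrl in place of Ctrl28, 237 of these 990 genes passed in the same direction, and 3883 genes passed in all. Kif1a (-0.06), Pcsk1n (-0.24), Tomm40 (-0.27), Gnal (0.26) and Xrn2 (0.31) then turned direction, Cacng3 (0.286, 0.47), Ldb1 (0.00341, 0.993) and Lyz1 (-0.722, 0.0819) no longer passed, and S100a10 still did (-1.26, 0.00516). With the mean of all its probe sets Xrn2 did not pass (-0.44, 0.255). A batch of the Ctrl28 arrays, whose record numbers are later, could not be told apart from the group.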

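At 12 months the largest rises among genes with a signal of at least 100 included Malat1, Zfp948 and Fos, and the largest falls Ecrg4 and Clic6. Prpf39, a U1 snRNP-associated splicing factor, rose from 31.6 ± 7.21 to 207 ± 21.6 (mean ± SD, n = 3 arrays per group; log2 2.73, adjusted p = 2.03e-05). The nuclear RNA Malat1 rose by 3.47 (6.7e-06), and the zinc finger genes Zfp948 and Zfp942 by 3.25 (6.7e-06) and 2.65 (2.09e-05). Fos, a transcription factor induced by neuronal activity, rose from 108 ± 43.4 to 861 ± 373 (2.99, 0.000382). Ecrg4, which is secreted by the choroid plexus, fell from 887 ± 690 to 27.8 ± 3.31 (-4.29, 0.00384). Clic6, a chloride channel protein (-3.77, 0.00444), Folr1, the folate receptor (-3.22, 0.016), and Sostdc1, a secreted antagonist of BMP and Wnt signals (-2.60, 0.0197), fell as well. These 4 are among the choroid plexus genes, whose mean log2 signal was 8.05, 8.18 and 5.04 on the Ctrl arrays and 4.18, 4.06 and 4.00 on the 12 m arrays. Of all tested genes 2524 rose and 3684 fell. Against Ctrl28 in place of Ctrl 937 rose and 967 fell, and the methods' t-test with adjustment gave 1517 genes on unlogged and 1666 on log2 signals. The median log2 change of all genes was -0.23, and it was -0.30 after quantile normalization and -0.36 after median centring. From the PCA and the heatmap of GO terms the paper concludes that IHT and aging have biological processes in common.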

By using the heatmap, we focused on GO term clusters A-F that were altered by IHT or aging (Fig. 2c; Additional file 1: Figure S1): cluster A that was related to “energy production”, clusters B that was related to “neurogenesis”, clusters C that was related to “RNA metabolism”, clusters D that was related to “cell cycle”, clusters E that was related to “ubiquitination”, and clusters F that was related to “phosphorylation”. In particular, we summarized the alteration patterns of GO term clusters A, B, C and E (Table 1).

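Genes of cell division moved singly, with few changes after IHT and changes in both directions at 12 months. Bub3, a spindle checkpoint protein gene, fell from 772 ± 85.4 in Ctrl to 569 ± 16.6 in IH5D (mean ± SD, n = 3 arrays per group; log2 -0.44, adjusted p = 0.0407) and to 437 ± 45.9 in 12 m (-0.82, 6.55e-05). Fzr1, an activator of the anaphase-promoting complex, fell in IH5D (-0.52, 0.0338) and rose in IH28D (0.94, 0.000349; -0.42 against Ctrl in place of Ctrl28). The cohesin gene Stag1 rose in IH5D (0.92, 0.0424) and 12 m (1.74, 6.87e-05). Of 55 cell cycle and mitosis genes 1 rose and 2 fell in IH5D, 4 rose and 2 fell in IH28D, and 14 rose and 12 fell in 12 m (4 and 3, 5 and 2, and 14 and 12 over the list alone). As a group they did not pass (camera adjusted p = 0.619 in IH5D, 0.919 in IH28D and 0.584 in 12 m). Protein kinases, the enzymes that phosphorylate proteins, rose more often than they fell, as did all genes in IH5D (629 up, 131 down) and IH28D (705 up, 285 down), but not in 12 m (2524 up, 3684 down). Dapk3, a death-associated kinase, rose from 13.5 ± 2.72 in Ctrl28 to 61.9 ± 7.27 in IH28D (2.21, 2.41e-05; 0.0288 and 0.932 against Ctrl). Nek7, a kinase of mitosis and the inflammasome, rose in IH5D (0.72, 0.014), and Rock1, a kinase downstream of RhoA, rose in 12 m (2.10, 6.7e-06). Of 288 kinases 20 rose and 2 fell in IH5D, 30 and 2 in IH28D, and 90 and 60 in 12 m (29 and 4, 34 and 4, and 90 and 58 over the list alone). These are 7.64%, 11.1% and 52.1% of the kinases, against 6.52%, 8.49% and 53.3% of all genes, and as a group the kinases did not pass (camera adjusted p = 0.181, 0.0631 and 0.064). In 12 m the median change of the kinases was -0.01 while their mean was 0.14, and the median of the cell cycle genes was -0.09 while their mean was 0.04.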

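Genes of energy production, cluster A, had lower signals after IHT and at 12 months. Ndufb11, a subunit of complex I, fell from 3379 ± 786 in Ctrl28 to 2078 ± 518 in IH28D (mean ± SD, n = 3 arrays per group; log2 -0.71, adjusted p = 0.0216). Atp5g2, a subunit of ATP synthase, fell from 1481 ± 225 in Ctrl to 815 ± 36.6 in 12 m (-0.85, 0.000126; -0.0746 and 0.742 against Ctrl28 in place of Ctrl). Of 72 oxidative phosphorylation genes 1 fell in IH5D, 5 fell in IH28D, and 49 fell while 1 rose in 12 m (0, 0, and 54 down with 1 up over the list alone). Their median change was -0.26 in IH5D, -0.37 in IH28D and -0.61 in 12 m (camera adjusted p = 2.01e-05, 2.9e-10 and 2.65e-06, and 0.831, 0.798 and 0.665 with an estimated correlation). Without Ctrl28 array 1 the IH28D median was -0.12, without IH5D array 1 the IH5D median was -0.17. Quantile normalization gave medians of -0.161 in IH5D and -0.364 in 12 m, and median centring -0.333 and -0.734. With array weights IH28D no longer passed (-0.09, adjusted p = 0.0886), and with the 3' to 5' gap as a covariate its median turned direction (0.08, adjusted p = 0.835). Long neuronal and synaptic adhesion genes ran the other way in IH5D, where 8 of 26 rose (15 over the list alone; median 0.59, camera adjusted p = 1.81e-07, and 0.524 with an estimated correlation), and in 12 m, where 18 rose and 1 fell (19 and 1; 1.11, 6.46e-07, and 0.616). In IH28D 1 rose, also over the list alone (0.14, camera adjusted p = 0.516), while against Ctrl 16 rose (17 over the list alone; 0.769, 3.92e-07, and 0.458). The 3' to 5' gap of Actb was 2.15 ± 0.74 in Ctrl28, 1.10 ± 0.10 in IH28D, 1.12 ± 0.10 in Ctrl, 1.30 ± 0.02 in IH5D and 1.60 ± 0.14 in 12 m (mean ± SD), and arrays of Ctrl overlapped with neither IH5D nor 12 m arrays.

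**Figure D2:**
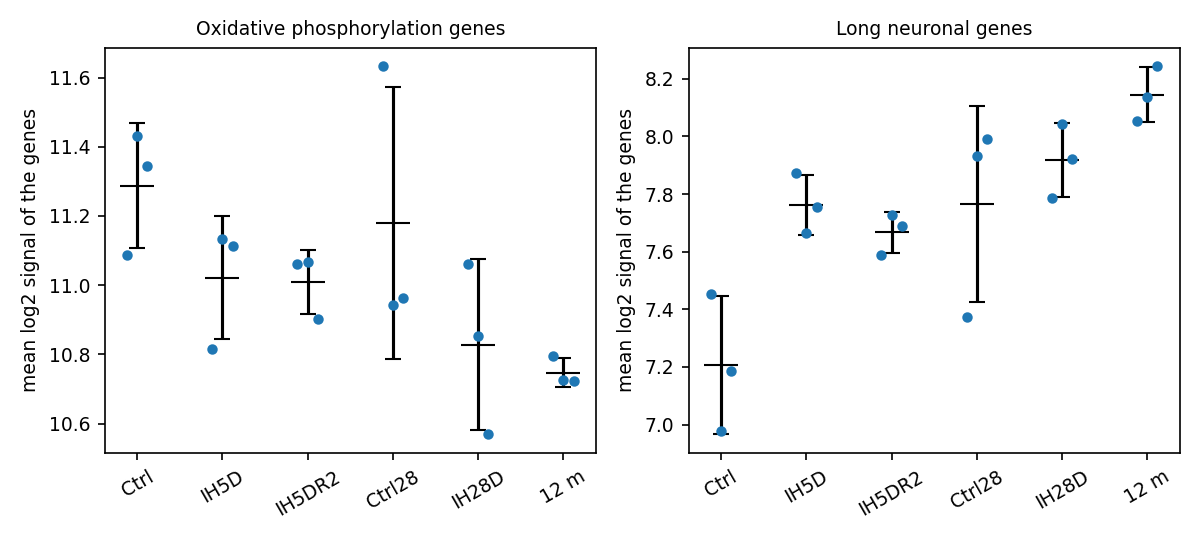
Mean log2 signal of 72 oxidative phosphorylation genes (left) and 26 long neuronal and synaptic adhesion genes (right) on each array. Bars give the mean and SD of 3 arrays per group.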

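In cluster B, neurogenesis, Elavl2, which encodes an RNA-binding protein of neurons, rose from 332 ± 16.7 to 662 ± 126 in IH5D (mean ± SD, n = 3 arrays per group; log2 0.98, adjusted p = 0.00791) and Sox11, a transcription factor of immature neurons, by 1.09 (0.0127). Of 60 neurogenesis genes 7 rose and 1 fell in IH5D, 5 and 2 in IH28D, and 15 and 14 in 12 m (14 and 4, 5 and 3, and 15 and 13 over the list alone). The median change was 0.10 in IH5D (camera adjusted p = 0.0337, and 0.524 with an estimated correlation), 0.06 in IH28D (0.861), and -0.12 in 12 m (0.462), where the mean was 0.02. The IH5D result did not pass without Ctrl array 1 (adjusted p = 0.0671), IH5D array 3 (0.0755) or Ctrl28 array 1 (0.0773), with array weights (0.0568), with the mean of all probe sets of a gene (0.0515), or with the 3' to 5' gap as a covariate (0.077). In cluster C, RNA metabolism, Upf2, a factor of nonsense-mediated decay, rose in IH5D (82.8 ± 22.7 to 179 ± 45.7; 1.12, 0.0194) and 12 m (2.32, 7.85e-06). Ddx39b, an mRNA export helicase, rose in IH28D (0.84, 0.00174; -0.13 against Ctrl in place of Ctrl28). Of 77 genes of RNA export and nuclear transport 5 rose and none fell in IH5D, 8 and 2 in IH28D, and 19 and 18 in 12 m (5 and 0, 9 and 3, and 19 and 18 over the list alone; median -0.0013, 0.11 and -0.09; mean 0.12, 0.11 and 0.14; camera adjusted p = 0.243, 0.638 and 0.407). Without single arrays the median of RNA export genes ranged from -0.00576 to 0.0414 in IH5D and from -0.0623 to 0.17 in IH28D. In 12 m against Ctrl28 this median was 0.0132. In cluster E, ubiquitination, Uba3, the activating enzyme of NEDD8, rose in IH5D (205 ± 31.5 to 350.1 ± 28.7; 0.78, 0.0129) and 12 m (1.27, 1.51e-05; 0.26 and 0.237 against Ctrl28). Rnf167, an endosomal ubiquitin ligase, rose in IH28D (1.24, 4.63e-05; -0.33 against Ctrl). Of 179 ubiquitin conjugation genes 17 rose and 2 fell in IH5D, 14 and 4 in IH28D, and 66 and 40 in 12 m (25 and 2, 14 and 4, and 66 and 40 over the list alone). Their median was 0.09 in IH5D (camera adjusted p = 0.0177, and 0.524 with an estimated correlation), 0.02 in IH28D (0.923; against Ctrl 0.0875, 0.0349, and 0.458 with an estimated correlation) and 0.09 in 12 m (0.0365, and 0.616 with an estimated correlation). The 12 m result did not pass without Ctrl array 2 (0.059), above a mean signal of 100 (0.0533), or against Ctrl28 (0.427). Leaving out single arrays gave ubiquitin medians of 0.0389 to 0.125 in IH5D and 0.0289 to 0.122 in 12 m.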

**Table 1:** Summary of GO-based microarray analysis

Experimental models		GO term clusters				GSE #
Comparison	Implication	A	B	C	E	
IH5D vs. Ctrl	IH5D	↓ (6/11)	↑ (5/5)	↑ (18/20)	↑ (11/11)	62385
IH28D vs. Ctrl28	IH28D	↓ (6/11)	↑ (5/5)	↑ (10/20)	↑ (11/11)	
12 m vs. Ctrl	Aging	↓ (11/11)	↑ (5/5)	↑ (18/20)	↑ (11/11)	
18 m vs. 3.5 m	Aging	− (0/11)	− (1/5)	→ (8/20)	− (0/11)	29075
KA vs. Saline	KA treatment	− (4/11)	↑ (5/5)	↑ (20/20)	↑ (11/11)	60772
Dicer KO vs. Ctrl	Dicer ablation	↓ (6/11)	− (0/5)	→ (8/20)	− (0/11)	61937
Dicer KO vs. Ctrl	Dicer ablation	− (1/11)	− (0/5)	→ (8/20)	↑ (8/11)	23847
Glud1 Tg vs. Ctrl	Moderate glutamate excess	− (0/11)	↑ (5/5)	↑ (16/20)	− (1/11)	11419

Shown are alteration patterns of GO term clusters A, B, C and E in each experimental model. An up arrow (a down arrow) was indicated if 50% or more of the GOs belonging to the cluster have a p value of 0.01 or less in the direction of increasing (decreasing) gene expression, respectively. Each arrow was indicated with a description such as “16/20”, which was stated that 16 of the 20 total numbers made significant fluctuations. In addition, we used a right-pointing arrow to represent “8/20”. All the rest parts of the table were indicated using hyphens. Comparisons and their biological implications are shown in the two rows on the left. A corresponding GSE # of each data is shown at the rightmost row. Our experimental data have been deposited as GSE62385. Ctrl, control; IH5D, exposed to IHT for 5 days; IH28D, exposed to IHT for 28 days; m, months; KA, kainic acid; KO, knock out, Glud1, glutamate dehydrogenase 1; Tg, transgenic

The dendrogram (Fig. 2c, bottom; Additional file 1: Figure S1, bottom) also revealed that previous several experimental data had similar comprehensive gene expression to GSE62385 (IHT or aging) as follows: aging (18 months old vs. 3.5 months old) (GSE29075) [32], kainic acid (KA) treatment (KA-treated mice vs. Saline-treated mice) (GSE60772) [33], Dicer ablation (Dicer knock out (KO) mice vs. Ctrl) (GSE23847, GSE61937) [34, 35], and moderate glutamate excess (glutamate dehydrogenase 1 (Glud1) transgenic (Tg) mice vs. Ctrl) (GSE11419) [36, 37]. In particular, the alteration patterns of clusters A, B, C and E in these experimental models are summarized in Table 1. The left side of Fig. 2c displayed examples of data (GSE57583, GSE21137) [38, 39], in which the alteration patterns of GO terms differed from our experimental data (GSE62385).

### IHT increased tau phosphorylation

In order to provide more functional information, we mapped and visualized genes that were altered by IHT or aging on the KEGG PATHWAY database. Previous studies have reported that the balances of kinases and/or phosphatases activities are altered during aging [40, 41]. Therefore, to determine whether imbalances of kinases and/or phosphatases occur with IHT or aging, we searched “MAPK signaling pathway” (map04010) (Additional file 1: Figure S2) and “PI3K-Akt signaling pathway” (map04151) (Additional file 1: Figure S3), since both pathways involve various kinases and phosphatases. The extent of alterations was amplified in the order corresponding to IH5D, and IH28D or aging, suggesting that IHT produces imbalances in kinases and/or phosphatases. In particular, we predicted the imbalance might direct towards an increase in kinase activities since the mapping on KEGG PATHWAY database mainly showed alterations in some kind of kinases.

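Genes of MAPK and PI3K-Akt signaling with a ratio above 2 or below 0.5 were fewer after 5 or 28 days of IHT than at 12 months. Rps6ka3, a ribosomal S6 kinase activated by ERK, rose from 63.9 ± 21.4 to 136 ± 25.9 in IH5D (mean ± SD, n = 3 arrays per group; log2 1.12, adjusted p = 0.0249) and to 306 ± 81.4 in 12 m (2.28, 1.29e-05). Akt1, a kinase downstream of PI3K, rose from 131 ± 26.8 in Ctrl28 to 288 ± 19.6 in IH28D (1.16, 5.07e-05), as did the JNK scaffold gene Mapk8ip1 (1.20, 2.41e-05) and Cdc37, a cochaperone of kinases (1.09, 2.41e-05). Akt1, Mapk8ip1 and Cdc37 turned direction with Ctrl in place of Ctrl28 (-0.10, -0.44 and -0.26). With the mean of all probe sets Rps6ka3 in IH5D (0.65, 0.142), Akt1 in IH28D (0.73, 0.129) and Sos1 in 12 m (0.65, 0.312) did not pass. Sos1, an activator of Ras, rose in 12 m (1.47, 1.79e-05; 0.494 and 0.0666 against Ctrl28), as did Igf1, a growth factor (1.66, 2.65e-05). Of 178 MAPK genes 3 passed these ratios in IH5D, 6 in IH28D and 33 in 12 m (29 up, 4 down), and of 200 PI3K-Akt genes 1, 6 and 25 (20 up, 5 down). Of all genes 1.63%, 1.85% and 15.2% passed these ratios, and neither map passed a test against this share (Fisher exact test, smallest adjusted p = 0.928 over 36 tests). As groups, MAPK genes passed in IH28D (median 0.15, camera adjusted p = 0.029, and 0.766 with an estimated correlation; 0.0327 and 0.0854 against Ctrl; 0.438 in IH5D, 0.279 in 12 m), and PI3K-Akt genes in none (0.835, 0.224 and 0.686). Each gene of these maps past the ratio in IH28D had a ratio below 0.5 in Ctrl28 against Ctrl (0.145 for Cacng8 to 0.487 for Flna). Low signals in Ctrl28 thus enter the IH28D counts, which do not by themselves show growth with longer IHT. Without Ctrl28 array 1 the IH28D counts were 11 for both maps. In IH5D the MAPK count was 5 without Ctrl array 1 and 1 without IH5D array 1, and the PI3K-Akt count 4 without Ctrl array 1, 2 without Ctrl array 3 or IH5D array 2, and 3 without IH5D array 3. With no minimum signal the MAPK counts were 12 in IH5D and 21 in IH28D, and the PI3K-Akt counts 16, 27 and, in 12 m, 43. Above a mean signal of 100 the MAPK count was 2 in both IH5D and IH28D, and the PI3K-Akt count 15 in 12 m. Median centring gave 3 PI3K-Akt genes in IH28D, and quantile normalization 2 in IH5D. From the maps the paper proposes that IHT produces an imbalance of kinases and phosphatases.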

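Kinase genes past a ratio of 2 or 0.5 after 28 days of IHT and at 12 months were mostly rises, and their share was close to that of all genes at 12 months. Prpf4b, a kinase of the spliceosome, rose from 105 ± 27.0 to 189 ± 30.9 in IH5D (mean ± SD, n = 3 arrays per group; log2 0.87, adjusted p = 0.0158) and to 463 ± 26.2 in 12 m (2.17, 3.51e-06). With the mean of all probe sets Prpf4b did not pass in IH5D (0.56, 0.116). Pak6, a p21-activated kinase of neurons, rose from 47.1 ± 7.46 to 108 ± 11.7 in IH28D (1.21, 0.000275; -0.19 against Ctrl in place of Ctrl28). Among phosphatases, Ppp1r12a, the targeting subunit of myosin phosphatase, rose in IH5D (0.89, 0.0278). Ptprn, a secretory granule protein of the receptor-type phosphatase family, rose in IH28D (0.98, 0.00504; -0.21 against Ctrl), and Ptpn4, a tyrosine phosphatase of synapses, in 12 m (2.13, 1.97e-05). Of 288 kinases 3 passed a ratio above 2 and 2 a ratio below 0.5 in IH5D, 9 and 0 in IH28D, and 42 and 3 in 12 m. Of 117 phosphatases and their subunits 1 and 0 did so in IH5D, 1 and 0 in IH28D, and 12 and 2 in 12 m. In 12 m these were 15.6% of the kinases and 12% of the phosphatases, against 15.2% of all genes, and neither list passed a test against the share of all genes (Fisher exact test, smallest adjusted p = 0.928 over 36 tests). In the limma fit 9 phosphatases rose and 1 fell in IH5D, 7 and 2 in IH28D, and 30 and 28 in 12 m (10 and 1, 6 and 2, and 30 and 28 over the list alone; camera adjusted p = 0.75, 0.663 and 0.407). Signals of RNA do not measure kinase or phosphatase activity.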

In order to evaluate the imbalances of kinases and/or phosphatases, we focused on the microtubule-associated protein, tau. Tau has more than 40 potential phosphorylation sites, which are targets of various kinases and phosphatases [42, 43]. Altered levels of P-tau are therefore expected to reflect alterations in the balance of kinases and/or phosphatases. In addition, we found that IHT or aging, as well as Dicer KO models, demonstrate similar gene expression (Fig. 2c, the bottom dendrogram), particularly for alterations in several GO terms in cluster C (Fig. 2c; Table 1; Additional file 1: Figure S1). Furthermore, Dicer KO mice have exhibited increased P-tau [35, 44]. Therefore, we investigated whether IHT resulted in altered level of P-tau.

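Dicer1, the enzyme that cleaves microRNA precursors, rose after 5 days of IHT and at 12 months. Its signal was 97.4 ± 13.6 in Ctrl, 144 ± 11.8 in IH5D (mean ± SD, n = 3 arrays per group; log2 0.57, adjusted p = 0.0258), 134 ± 13 in IH5DR2 (0.46, 0.0499) and 193 ± 2.56 in 12 m (1.00, 3.16e-05; 0.377 and 0.0606 against Ctrl28). It was 152 ± 6.07 in IH28D and 149 ± 14.7 in Ctrl28 (0.03, 0.916). Against Ctrl, IH28D was higher (0.65, 0.00271), and untreated Ctrl28 stood at 0.62. Tnrc6a and Tnrc6c, which carry out silencing by microRNAs together with Argonaute, rose in IH5D (0.77, 0.014 and 0.60, 0.0318) and in 12 m (1.26, 1.97e-05 and 0.86, 0.000264). In IH28D against Ctrl28, Xpo5, which exports microRNA precursors from the nucleus, was the only gene of this group to rise (0.58, 0.024). Xpo5 did not pass with the mean of all its probe sets (0.16, 0.592) or against Ctrl (0.117, 0.555). Of 17 genes of microRNA processing 3 rose in IH5D, 1 in IH28D, and 7 rose while 3 fell in 12 m (4, 1, and 7 with 3 over the list alone). The group did not pass in any comparison (camera adjusted p = 0.197 in IH5D, 0.638 in IH28D, 0.0677 in 12 m). Splicing factors, another part of RNA metabolism, rose as a group in IH5D (25 up, none down of 121; 37 and 4 over the list alone; median 0.26, camera adjusted p = 1.46e-05, and 0.485 with an estimated correlation) and in 12 m (51 and 30; 53 and 30; 0.27, 0.000372, and 0.616; against Ctrl28 0.0902 and 0.226). In IH28D 8 rose and 5 fell (10 and 8; 0.07, adjusted p = 0.718), and against Ctrl 50 rose and 10 fell (57 and 15; 0.294, 1.93e-05, and 0.458). Splicing factors were also higher in Ctrl28 against Ctrl, which involves no IHT. Arrays of Dicer knockout models were not part of the deposited table.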

We investigated level of P-tau in Ctrl, IH5D, and IH5DR2 groups by using TBS-soluble hippocampal fractions. Total tau levels were similar between Ctrl, IH5D, and IH5DR2 groups (Fig. 3a). Samples from IH5D mice showed increased phosphorylation at Ser199, Ser202, Thr205, Thr212, Ser214, Thr231, Ser396, and Ser404 epitopes (Fig. 3b, Ctrl vs. IH5D). Normoxia treatment for 2 days reduced P-tau to Ctrl levels (Fig. 3b, Ctrl vs. IH5DR2).

**Fig. 3:**
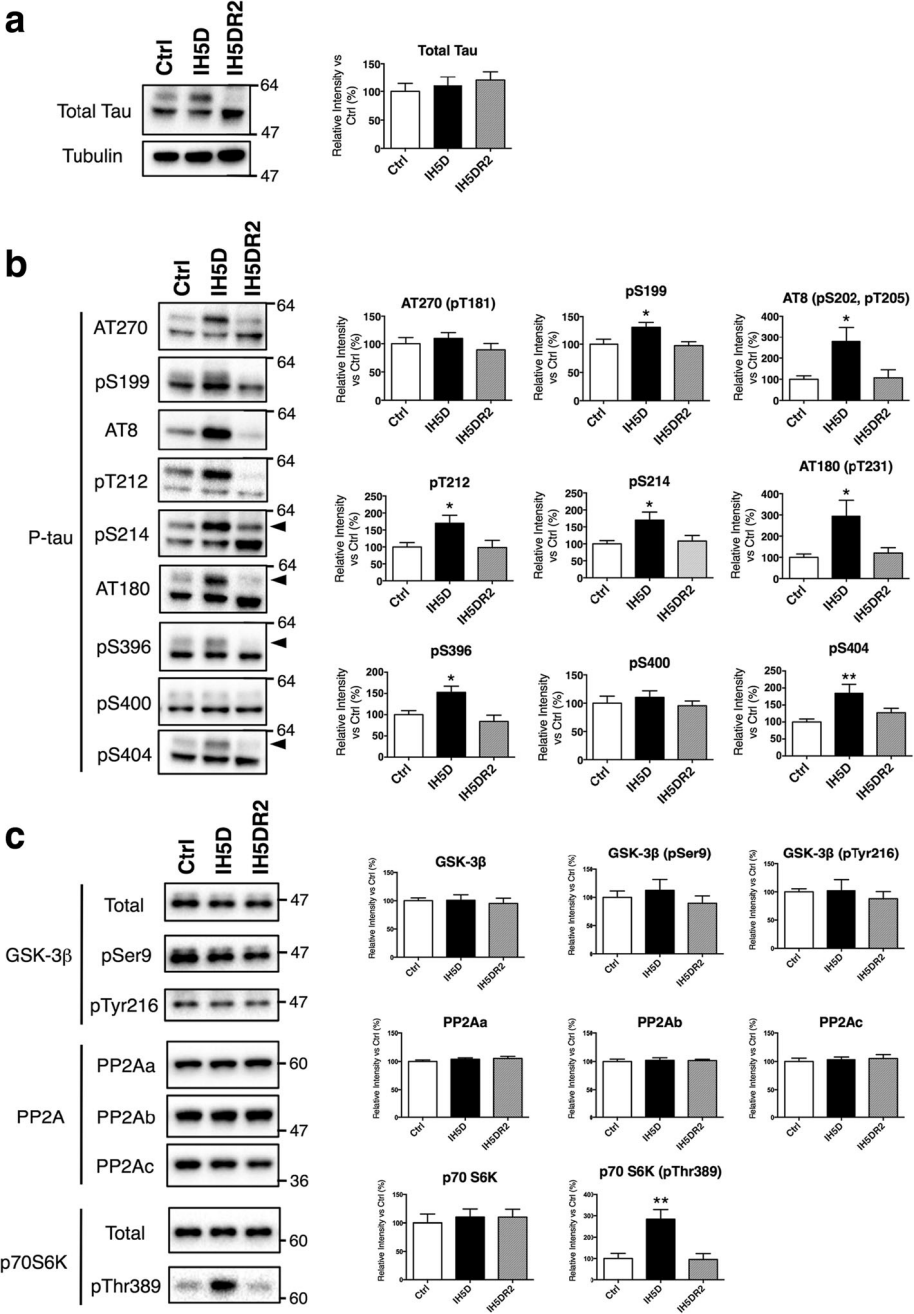
Effects of IH5D and IH5DR2 on tau phosphorylation and its related enzymes. **a** Total tau was not altered between the Ctrl, IH5D, and IH5DR2 groups. Representative blot for total tau or α-tubulin are shown (left panels), as well as quantification (right panels). **b** Intermittent hypoxia treatment (IHT) produced an increase in tau phosphorylation. Representative blots are shown for each epitope (left panels) and quantification data (right panels). All blots indicated phosphorylated tau. Arrowheads indicated quantified bands. Quantification data include the mean + SEM (*n* = 9). * *p* <0.05, ** *p* <0.01 vs. Ctrl. **c** Analyses were performed for enzymes (GSK-3β, PP2A, and p70S6K) related to tau phosphorylation. Representative blots (left panels) and quantification data (right panels) are shown. Quantification data include the mean + SEM (*n* = 5, 6). ** *p* <0.01 vs. Ctrl

Next, we aimed to understand the mechanisms of altered P-tau. In particular, involvement of mammalian target of rapamycin (mTOR) was suggested using the map “PI3K-Akt signaling pathway” (map04151) in the KEGG PATHWAY database (Additional file 1: Figure S3). 

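Mtor itself did not change after IHT, while regulators of the complex rose after 28 days of IHT. Its signal was 495 ± 32.2 in Ctrl, 447 ± 13.8 in IH5D (mean ± SD, n = 3 arrays per group; log2 -0.14, adjusted p = 0.433) and 403 ± 16.9 in 12 m (-0.30, 0.0512). It was 466 ± 66.9 in Ctrl28 and 471 ± 52.5 in IH28D (0.02, 0.95). In IH28D the inhibitors Akt1s1, which encodes PRAS40 (73.6 ± 11.0 to 230 ± 21.4; 1.65, 9.72e-06), and Tsc2, which encodes tuberin (1.26, 0.000818), rose. So did the effector kinase gene Rps6kb2 (1.36, 0.00276) and Mlst8, a subunit of the complex (0.79, 0.0118). Akt1s1, Tsc2 and Mlst8 turned direction with Ctrl in place of Ctrl28 (-0.40, -0.31 and -0.45), and Rps6kb2 no longer passed (0.23, 0.487). In 12 m Rps6, a ribosomal target of S6 kinases, fell from 232 ± 37.8 to 120 ± 13.2 (-0.94, 0.000241), Nprl3, a subunit of a complex that restrains mTORC1, fell by 0.89 (0.000315), and Sesn3, an inhibitor of mTORC1, rose by 1.14 (7.91e-05). Against Ctrl28 Nprl3 (-0.0719, 0.791) and Sesn3 (0.244, 0.342) did not pass. Of 40 genes of the mTOR complexes and their effectors 1 rose in IH5D, 5 rose and 1 fell in IH28D, and 6 rose and 16 fell in 12 m (0, 5 with 1, and 6 with 17 over the list alone). As a group they did not pass (camera adjusted p = 0.414 in IH5D, 0.919 in IH28D, 0.3 in 12 m). Rps6kb1 had no probe set with a mean signal above 20, and the phosphorylation of these proteins was not measured on the arrays.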

Previous reports have suggested that the mTOR signaling pathway may affect P-tau [45, 46]. In order to investigate the role of mTOR signaling in IHT-induced P-tau increases, we focused on p70 S6 kinase (p70S6K), glycogen synthase kinase-3β (GSK-3β), and protein phosphatase 2A (PP2A), which are direct or indirect P-tau regulators downstream of mTOR (Additional file 1: Figure S4) [46, 47]. Total GSK-3β and its phosphorylation at Ser9 and Tyr216 were comparable between the Ctrl, IH5D, and IH5DR2 groups (Fig. 3c, the top panels). PP2A is composed of subunits (i.e., PP2Aa, PP2Ab, and PP2Ac), and amounts of these PP2A subunits were comparable between the Ctrl, IH5D, and IH5DR2 groups (Fig. 3c, the middle panels). While total pS70S6K was comparable between the Ctrl, IH5D, and IH5DR2 groups, phosphorylated p70S6K increased significantly in the IH5D group (Fig. 3c, the bottom panels, Ctrl vs. IH5D). Normoxia treatment for 2 days reduced phosphorylated p70S6K to Ctrl levels (Fig. 3c, the bottom panels, Ctrl vs. IH5DR2). Increased phosphorylation of p70S6K indicates mTOR signaling pathway activation [45]. Therefore, the results suggest that IHT increased P-tau via at least activation of mTOR signaling pathway. In contrast, the effects of IH5D were reversed by normoxia treatment.

Finally, we investigated whether elongation of the IHT periods to 28 days affected P-tau. Total tau level was comparable between the Ctrl and IH28D groups (Fig. 4a). The IH28D group had increased P-tau at Thr181, Ser199, Ser202, Thr205, Thr212, Ser214, Thr231, Ser396, Ser400, and Ser404 epitopes (Fig. 4b). Compared to the result of the IH5D group, we detected additional phosphorylated tau sites at Thr181 and Ser400 in the IH28D group. Elongation of the IHT period therefore promoted tau phosphorylation.

**Fig. 4:**
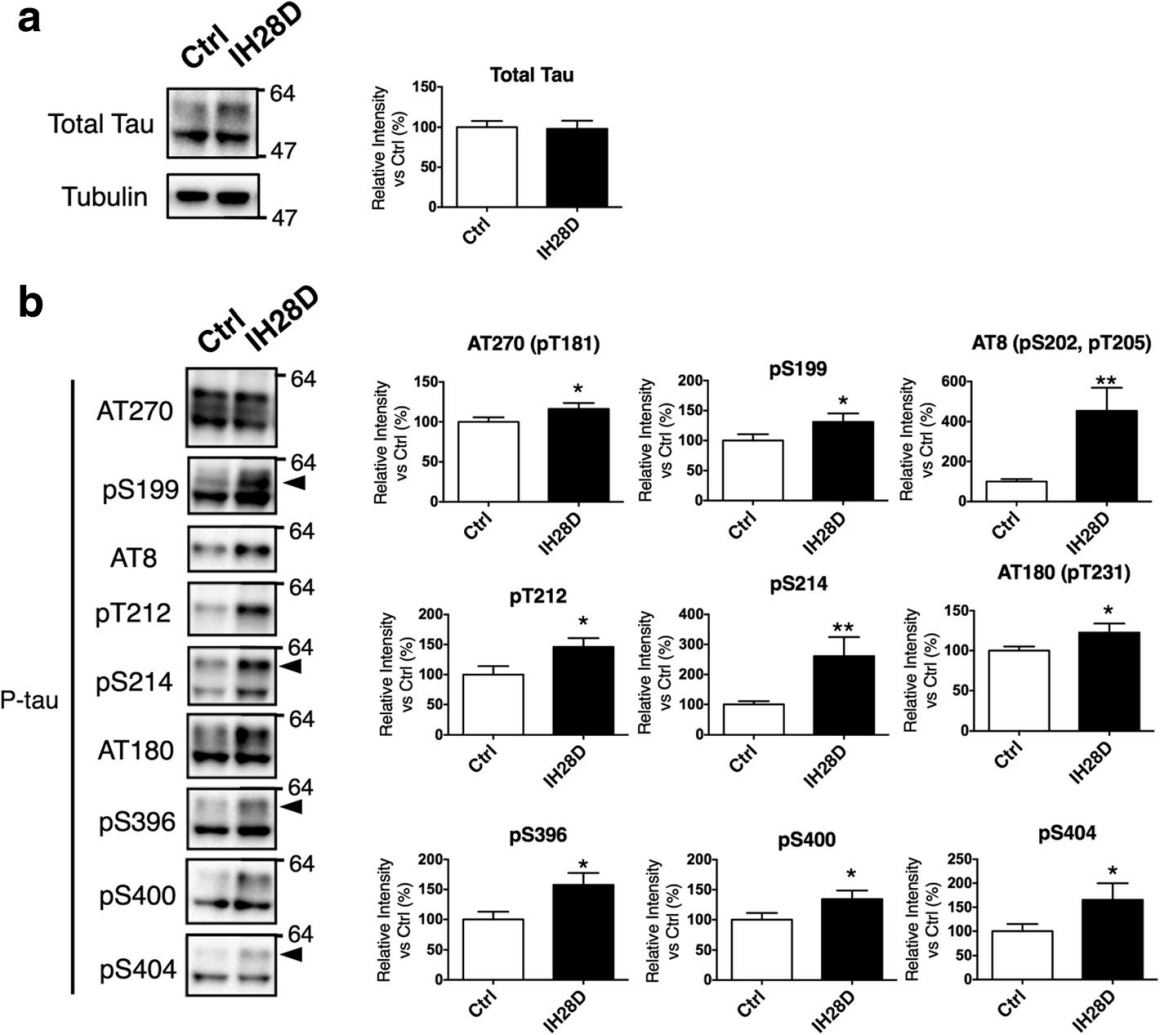
IH28D increases tau phosphorylation. **a** Total tau did not differ between the Ctrl and IH28D groups. Representative blots for total tau or α-tubulin are shown (left panels), as well as quantification data (right panels). **b** Representative blots for each epitope. All blots indicated phosphorylated tau. Arrowheads indicate quantified bands. Quantification data include the mean + SEM (*n* = 12). * *p* <0.05, ** *p* <0.01 vs. Ctrl. Abbreviations: Ctrl = reared at our institution for 28 days, IH28D = exposed to IHT for 28 days

### Effect of IHT on behavior in Y-maze tests

Accumulating evidence suggest that the level of P-tau correlates with aging or AD-associated cognitive impairments [48–53]. In order to investigate whether the IHT, including an increase in P-tau, affected behavior, we performed Y-maze tests. Mice were subjected to the IH5DR2 protocols, and compared with Ctrl. The tests were performed at day 0 (before any exposure; Pre), day 5, and day 7 (Fig. 5a). Percentage alternation results indicated no impairments in working memory (Fig. 5b). The number of total entries increased significantly at day 5 compared to Pre in the IHT group, indicating hyperactivity (Fig. 5c). We also detected a decrease in the number of total entries at day 7 compared to day 5 in the Ctrl group (Fig. 5c), suggesting habituation to repeated Y-maze tests in the Ctrl group, but not in the IHT group. The increase in P-tau may be related to the behavioral effects.

**Fig. 5:**
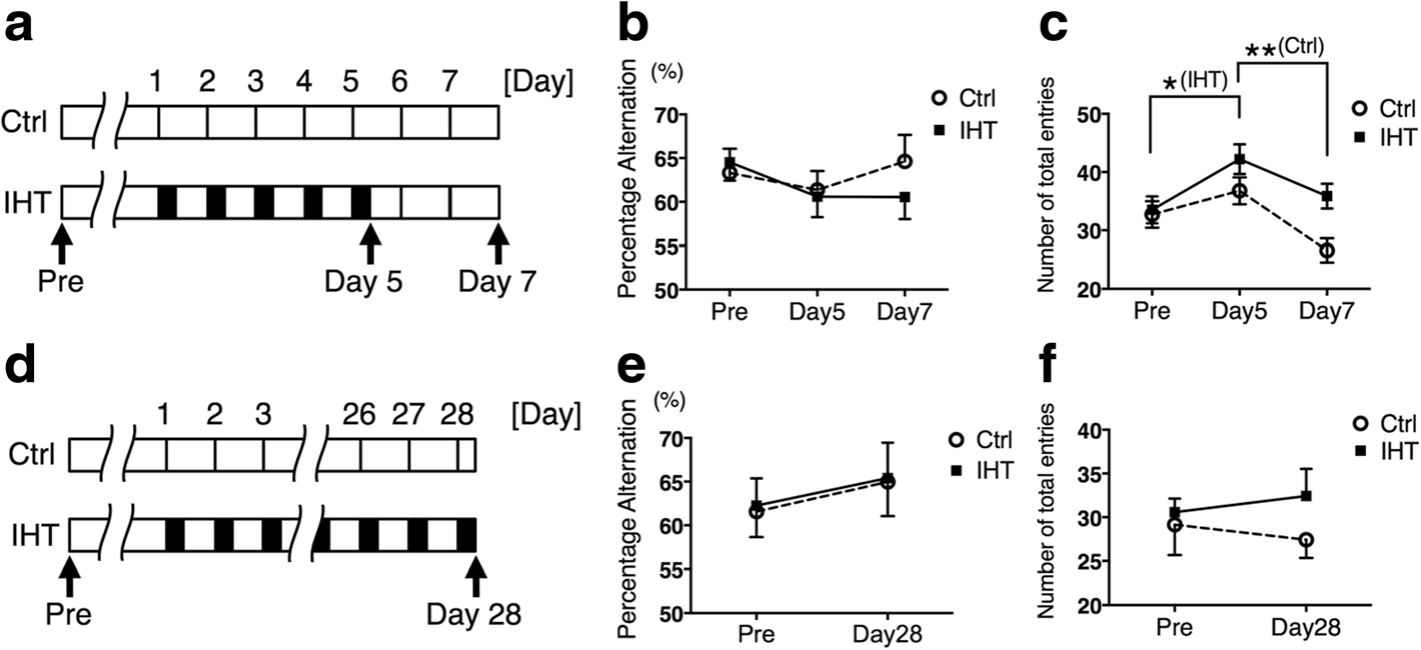
Effects of intermittent hypoxia treatment (IHT) on behavior on Y-maze tests. **a-c** Effect of IH5D on the Y-maze test. **a** Schedule of Y-maze tests. Black boxes indicate IHT, and white boxes indicate normoxia treatment. **b** Percentage alternation is shown by the broken line with open circles (Ctrl) and by the solid line with closed squares (IHT). Data include the mean + SEM (Ctrl, *n* = 14) and mean - SEM (IHT, *n* = 14). **c** Number of total entries is shown by the broken line with open circles (Ctrl) and by the solid line with closed squares (IHT). Data include the mean ± SEM (Ctrl, *n* = 14; IHT, *n* = 14). * *p* <0.05, ** *p* <0.01. Abbreviations: Ctrl = control group, IH5D = exposed to IHT for 5 days, IH5DR2 = exposed to IHT for 5 days, followed by normoxia treatment for 2 days. **d-f** Effect of IH28D on the Y-maze test. **d** Schedule of Y-maze tests. Black boxes indicate IHT, and white boxes indicate normoxia treatment. **e** Percentage alternation is shown by the broken line with open circles (Ctrl) and by the solid line with closed squares (IHT). Data include the mean - SEM (Ctrl, *n* = 7) and mean + SEM (IHT, *n* = 7). **f** Number of total entries is shown by the broken line with open circles (Ctrl) and by the solid line with closed squares (IHT). Data include the mean - SEM (Ctrl, *n* = 7) and mean + SEM (IHT, *n* = 7). Abbreviations: Ctrl = reared at our institution for 28 days, IH28D = exposed to IHT for 28 days

Next, we performed Y-maze tests using mice exposed to the IH28D protocols. The tests were performed at day 0 (before any exposure; Pre), and day 28 (Fig. 5d). Percentage alternation results indicated that the IH28D group did not show significant impairments in working memory (Fig. 5e). The number of total entries still showed a tendency toward hyperactivity in the IH28D group, but the difference was not significant (Fig. 5f).

### IH28D, but not IH5D, results in altered postsynaptic proteins

The GO-based microarray analysis also revealed similarities between IHT (GSE62385), aging (GSE62385, GSE29075), KA treatment (GSE60772), and moderate glutamate excess (GSE11419). KA stimulates glutamate-relevant pathways, thereby producing excitatory cell death [54]. We investigated the possibility that IHT and/or aging also alter glutamate pathways, using a map “glutamatergic synapse” in the KEGG PATHWAY database (map04724) (Additional file 1: Figure S5). 

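Glutamate genes with a ratio above 2 or below 0.5 were 2 of 84 in IH5D, 1 in IH28D and 18 in 12 m, and 12 m lowered some of the genes that IH28D raised. Gria2, the GluA2 subunit of AMPA receptors, stood at 784 ± 104 in Ctrl, 1572 ± 336 in IH5D (mean ± SD, n = 3 arrays per group; log2 0.99, adjusted p = 0.061) and 2953 ± 406 in 12 m (1.91, 0.000147). Its log2 change in IH28D against Ctrl28 was 0.925, and its other probe sets gave 0.659 and 0.504. Kcnj3, a potassium channel opened by G proteins, rose in IH5D (0.84, 0.0103) and 12 m (1.29, 1.47e-05). So did Gnaq, the G protein of metabotropic receptors (0.73, 0.0129 and 1.17, 1.67e-05). Grik5, a kainate receptor subunit, rose from 70.5 ± 27.2 in Ctrl28 to 233 ± 27.5 in IH28D (1.78, 3.81e-05). Dlg4, which encodes the scaffold PSD-95, rose in IH28D (453 ± 62.1 to 868 ± 129; 0.94, 0.00043) and fell in 12 m (1064 ± 34.7 to 496 ± 60.1; -1.11, 1.97e-05). So did Slc17a7, the vesicular glutamate transporter VGLUT1 (1.02, 0.00146 and -0.78, 0.00152). In Ctrl28 against Ctrl, Grik5 (-1.53, 3.4e-05), Dlg4 (-1.24, 8.4e-06) and Slc17a7 (-1.36, 2.59e-05) fell. Dlg4 and Slc17a7 turned direction with the control groups exchanged, to -0.30 and -0.34 in IH28D against Ctrl, and to 0.13 and 0.59 in 12 m against Ctrl28. Grik5 in IH28D (0.255, 0.332) and Kcnj3 (0.41, 0.0703) and Gnaq (0.389, 0.0665) in 12 m then no longer passed. In the limma fit 10 of 84 glutamatergic synapse genes rose in IH5D and none fell, 8 rose and 1 fell in IH28D, and 27 rose and 21 fell in 12 m (15 and 2, 8 and 1, and 27 and 21 over the list alone; camera adjusted p = 0.106, 0.35 and 0.0956). The IH5D count of 2 was 4 without Ctrl array 1 or IH5D array 2 and 0 without Ctrl array 2 or IH5D array 1. The IH28D count of 1 was 2 to 5 without any one of the Ctrl28 and IH28D arrays. Ratios of geometric means gave 1 and 2 genes, and no minimum signal gave 4 and 5.

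**Figure D3:**
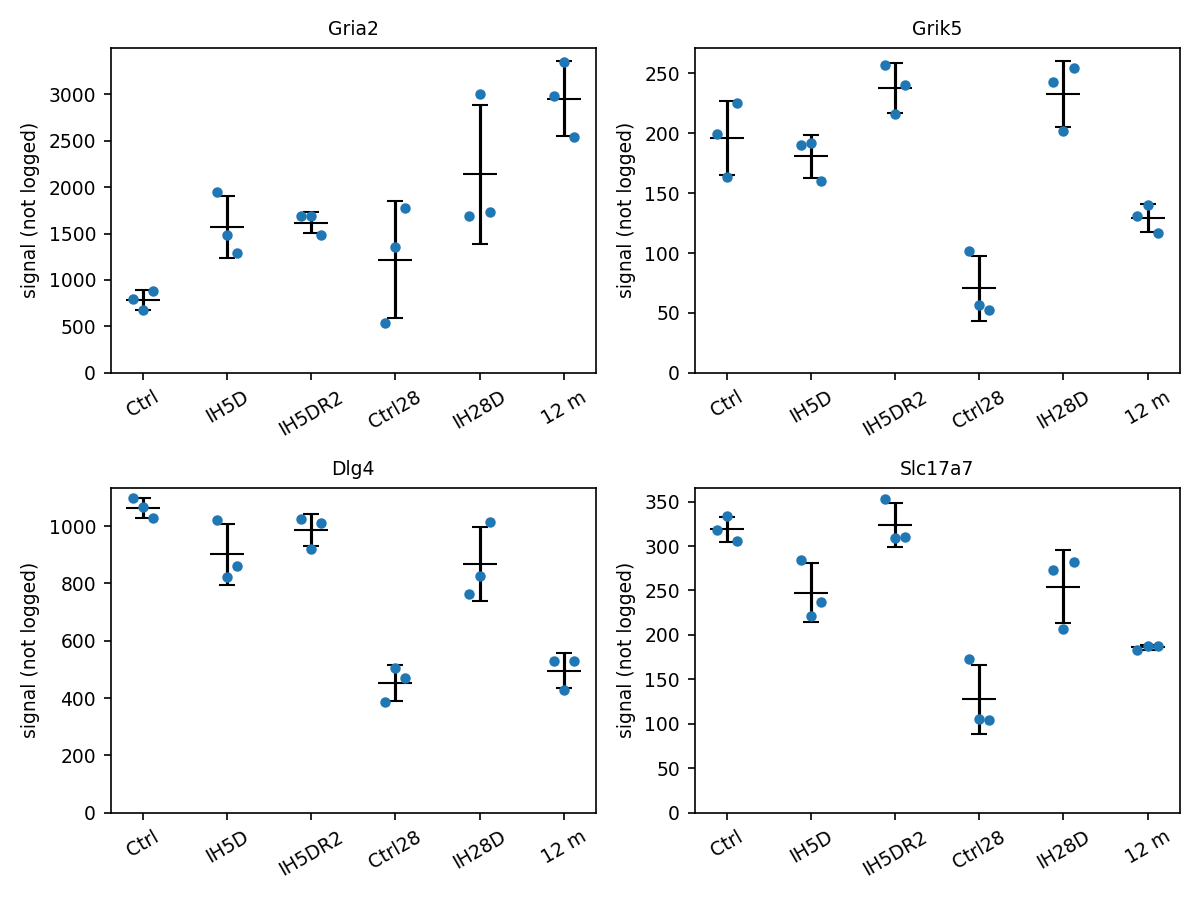
Signals of Gria2, Grik5, Dlg4 and Slc17a7 on each array. Bars give the mean and SD of 3 arrays per group.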

The extent of alteration was progressively amplified in the order corresponding to IH5D, IH28D and aging, suggesting that IHT alters synaptic proteins. Therefore, the TBS-insoluble fraction of our hippocampal samples was used for biochemical analyses of presynaptic (VGluT1, synaptophysin) and postsynaptic (GluA1, GluA2, PSD-95, and PICK1) proteins. In particular, VGluT1, GluA1, GluA2, and PICK1 were closely related to glutamatergic synapse. The levels of pre- and postsynaptic proteins were not altered between the Ctrl, IH5D, and IH5DR2 groups (Fig. 6a). Next, we evaluated the ratio of between each postsynaptic protein (GluA1, GluA2, PICK1) to PSD-95. No alterations were observed between the Ctrl, IH5D, and IH5DR2 groups (Fig. 6b). Presynaptic proteins (VGluT1, synaptophysin) were not altered in the IH28D group (Fig. 6c). In contrast, IH28D reduced postsynaptic proteins (GluA1, GluA2, and PSD-95), with the exception of PICK1. The ratios of each postsynaptic protein (GluA1, GluA2, PICK1) to PSD-95 were as follows: GluA1 decreased but the difference was not significant, GluA2 significantly decreased, and PICK1 significantly increased (Fig. 6d). Elongation of IHT produced a decrease in the levels of postsynaptic proteins, and altered the ratio of postsynaptic proteins to PSD-95.

**Fig. 6:**
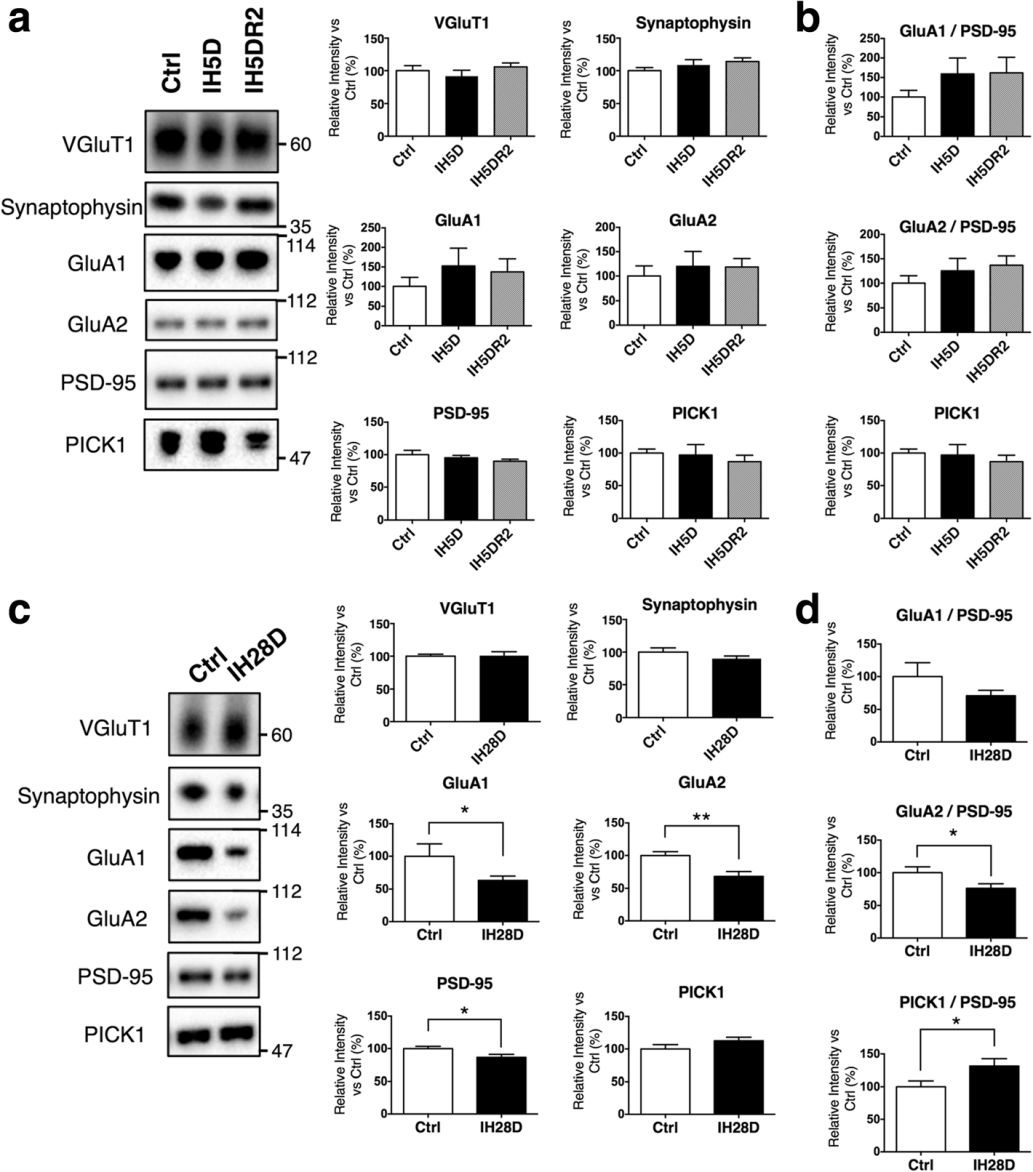
Effects of intermittent hypoxia treatment (IHT) on pre- and post-synaptic proteins. **a** Effect of IH5D and IH5DR2 on levels of VGluT1, synaptophysin, GluA1, GluA2, PSD-95, and PICK1. Representative blots are shown for hippocampal TBS-insoluble fraction (left panels). Quantification data include the mean + SEM (*n* = 6) (right panels). **b** Quantification data for each postsynaptic protein in relation to PSD-95 in (**a**). Abbreviations: Ctrl = control group, IH5D = exposed to IHT for 5 days, IH5DR2 = exposed to IHT for 5 days, followed by normoxia treatment for 2 days. **c** Effect of IH28D on levels of VGluT1, synaptophysin, GluA1, GluA2, PSD-95, and PICK1. Representative blots are shown for hippocampal TBS-insoluble fractions (left panels). Quantification data include the mean + SEM (*n* = 7) (right panels). **d** Quantification data for each postsynaptic protein in relation to PSD-95 in (**c**). * *p* <0.05, ** *p* <0.01 vs. Ctrl. Abbreviations: Ctrl = reared at our institution for 28 days, IH28D = exposed to IHT for 28 days

In summary, our in vivo observations (Figs. 3, 4, 5 and 6) are consistent with shared biological processes between IHT and aging (Fig. 2), thereby elucidating potential mechanisms of IHT-induced cognitive impairments that have been previously reported.

## Discussion

### Common biological processes between IHT and aging may be related to AD

We firstly performed PCA and GO-based microarray analyses in order to elucidate the effects of IHT on hippocampal functioning. Although various studies have used microarray analyses so far, it is not easy to extract biological meanings from the analyses. In this study, we applied the previously-established GO-based microarray analysis [25] to the present study, and successfully found that IHT and aging shared alterations in some common GO, which were also observed with kainic acid treatment, Dicer ablation, or moderate glutamate excess. By performing in vivo analyses, we found that IHT increased P-tau via at least activation of mTOR signaling pathway, and decreased levels of postsynaptic proteins. These results confirmed the validity of our in silico analyses. The present study also support a previous suggestion that intermittent hypoxia is a cause of aging [31].

Aging is a major risk factor for AD [55]. With aging, the brain may become susceptible to AD via amplification of molecular alterations that are qualitatively similar to normal aging [56, 57]. Given that IHT shared common biological processes to aging, it is possible that IHT also shared common biological processes to those involved in AD onset. During normal aging, and to a greater extent in tauopathies including AD, tau is phosphorylated to form neurofibrillary tangles (NFTs) in the brain [43, 57–62]. Our GO-based microarray analysis revealed that Dicer ablation, KA treatment, and a moderate glutamate excess produce similar gene expression patterns to IHT or aging (Fig. 2; Additional file 1: Figure S1). An increase in P-tau was observed in our IHT model (Figs. 3 and 4), and was also reported previously in Dicer KO mice [35] and KA-treated mice [63]. Dicer ablation could may alter GO terms related to RNA metabolism, since Dicer is a type III RNase enzyme responsible for processing microRNA, which degrades or represses mRNA translation [64]. Indeed, Dicer ablation alters several GO terms in cluster C that were related to RNA metabolism (Table 1; Fig. 2c; Additional file 1: Figure S1). Recent findings also indicate that alteration in microRNA metabolism may increase P-tau [65, 66], suggesting involvement of alterations in the balance of kinases and/or phosphatases. Alterations to clusters B and C also occur with KA treatment, and a moderate glutamate excess (Table 1). KA produces excitatory cell death [54], and Glud1 Tg mice exhibit neuronal loss in select brain regions, concurrent with indications of accelerated aging [36, 37]. In other words, both KA-treated mice and Glud1 Tg mice exhibit excessive neuronal excitation, which has been indicated as a common mechanism underlying aging or neurodegenerative diseases such as AD [67].

Accumulation of NFTs is correlated with neuronal loss and cognitive impairments in AD brains [48, 49]. These accumulations may also be responsible for memory loss associated with aging and memory deficits in some cases of mild cognitive impairment, which is an intermediate stage between aging and AD [50, 51]. Several mouse models expressing wild-type human tau have exhibited age-dependent accumulation of P-tau [68], which is associated with cognitive impairments [52, 53]. Some AD mouse models also show hyperactivity in Y-maze tests, which is ameliorated by reducing endogenous tau [69, 70]. These findings suggest that increased P-tau is closely relevant to cognitive impairments, including hyperactivity. Indeed, in the present study, hyperactivity in Y-maze tests was observed in the IH5D group (Fig. 5c). But, since the IH28D group did not exhibit a significant hyperactivity (Fig. 5f), the phenotype could be observed in acute phase of IHT rather than chronic phase. These insights suggested that biological processes associated with increment of P-tau are shared by IHT, aging, Dicer ablation, and KA treatment, and are also related to the onset of AD. Therefore, these may explain the mechanisms of the IHT-induced cognitive impairments that have been reported previously [16, 21–23].

We also found that IHT increased phosphorylated p70S6K, which is downstream of mTOR, and may regulate level of P-tau either directly or indirectly, such as through regulating activities of various kinases and/or phosphatases including GSK-3β and PP2A [45, 46] (Additional file 1: Figure S4). Thus, IHT-induced increases in P-tau may be partially explained by mTOR signaling pathway activation. Inhibition of mTOR by rapamycin and a genetically ablation of S6K increased lifespan [71, 72]. Activation of the mTOR signaling pathway has been suggested in relation to AD [24, 73]. Moreover, reducing S6K improved spatial memory and synaptic plasticity in an AD model [74]. Therefore, IHT, aging, and AD may share common biological processes involving the mTOR signaling pathway.

We found that IH28D mice reduced postsynaptic proteins (GluA1, GluA2, PSD-95), but there were no changes in presynaptic proteins (VGluT1, synaptophysin). Our data are consistent with a previous study reporting that mice expressing human wild-type tau had reduced PSD-95, but that synaptophysin was not altered [52]. Recently, it has been suggested that removal of GluA2 from the synapse is involved in the mechanisms of AD. Tau is localized in postsynapse, and is phosphorylated during the removal of GluA2 from synapse [75]. This removal of GluA2 requires interaction between GluA2 and PICK1 [76], which is enhanced by the presence of tau [77]. In the present study, IH28D mice exhibited a decrease in GluA2 and an increase in PICK1 to PSD-95 (Fig. 6), suggesting promotion of GluA2 removal.

These considerations confirmed that IHT and aging share common biological processes, which are also related to AD. However, the precise mechanism linking AD and aging is unknown, perhaps because there have been few models that reflect human-like pathology reflecting the effect of aging. IHT may mimic an environmental stimulus that contributes to AD progression, and may therefore be useful in producing feature that more closely models AD. Applying IHT to the existing AD models, such as an *APP* knock-in model [78], will therefore likely contribute to developing improved AD models that are desired for the future research [79].

### IHT is a novel model to evaluate the physiological roles of P-tau

It still remains an enigma that the precise processes leading to increase in P-tau, as well as the effects of increased P-tau on neurons, the brain, and behavior. Further understanding will be enabled by generating animal models with increased *endogenous* P-tau, without using gene manipulation techniques. Previous studies have reported that non-transgenic mice exposed to starvation [80] or anesthesia [81] have increased endogenous P-tau. However, these previous models are not suitable for long-term observation or behavioral analyses. In contrast, IHT increased *endogenous* P-tau (Figs. 3 and 4), and it is possible to perform behavioral analyses on IHT model mice (Fig. 5). To the best of our knowledge, the IHT model is the first non-transgenic model that enables behavioral analyses under conditions of increased *endogenous* P-tau.

Using the IHT model, we found evidence for activation of the mTOR signaling pathway as a candidate mechanism of increased P-tau in vivo. In addition, our findings support that the increase in P-tau may contribute to hyperactivity in Y-maze tests, which is an AD model-related behavior. Therefore, the IHT model is suitable model for use in studying about the physiological roles of P-tau.

## Additional file

Additional file 1:
**Figure S1.** Complete heatmap generated from the gene ontology (GO)-based microarray analysis. GO heatmap with a gene clustering dendrogram on the left, and a sample correlation dendrogram on the bottom of the heatmap. The heatmap was generated across all samples, including data from our experiment and GEO; *p* values were calculated by the hypergeometric test and denoted by -log_10_ *P*; overrepresented GO terms are shown on the right and left in one pairwise comparison group, and are also shown in red and blue (increased (+) and decreased (−), respectively). The red-colored dendrogram indicates our data (GSE62385) and experimental data located near our data. The green rectangles indicate the parts that are displayed as Fig. 2. **Figures S2, S3, and S5.** Mapping results of GO-based microarray analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) PATHWAY database. Altered genes in IH5D, IH28D,and 12 m compared to their control were mapped and visualized on the map04010 (MAPK signaling pathway) (Fig. S2), map04151 (PI3K-Akt signaling pathway) (Fig. S3), and the map04724 (glutamatergic synapse) (Fig. S5). Differentiation ratios (*r*) are visualized by red (2 < *r* < infinity) or blue (0 < *r* < 0.5). Abbreviations: IH5D = exposed to IHT for 5 days, IH28D = exposed to IHT for 28 days, 12 m = reared at our institution for 12 months. **Figure S4.** Schematic of mTOR-related enzymes that regulate tau phosphorylation. mTOR activates p70S6K, which activates GSK-3β via several factors such as PI3K or Akt. Conversely, mTOR inhibits PP2A. Tau can be phosphorylated by p70S6K or GSK-3β, and dephosphorylated by PP2A. PP2A dephosphorylates Ser9 of GSK-3β, resulting in GSK-3β activation. (8.79 mb)

## Abbreviations

AD: Alzheimer disease
Ctrl: Control
FIO_2_: Fraction of inspired O_2_
GEO: Gene Expression Omnibus
Glud1: Glutamate dehydrogenase 1
GO: Gene ontology
GSK-3β: Glycogen synthase kinase-3β
IHT: Intermittent hypoxia treatment
KA: Kainic acid
KEGG: Kyoto Encyclopedia of Genes and Genomes
KO: Knock out
M: Months
mTOR: Mammalian target of rapamycin
NFT: Neurofibrillary tangles
p70S6K: p70 S6 kinase
PCA: Principal component analysis
PP2A: Protein phosphatase 2A
P-tau: Phosphorylated tau
SDB: Sleep-disordered breathing
TBS: Tris-buffered saline
Tg: Transgenic

How the deposited data were processed for this re-analysis (not part of the article)

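RNA from the hippocampus of mice was measured in 6 groups with 3 arrays each, on Affymetrix mouse genome arrays: Ctrl, IH5D, IH5DR2, Ctrl28, IH28D and 12 m. IHT consisted of cycles of 3 min, with 1 min of nitrogen and 2 min of room air, for 8 h per day, and brought the inspired oxygen from 21% to 5%. Mice were 10 weeks old at the start. The replicate numbers are those of the sample labels, which do not say whether arrays of the same number come from the same batch or whether each array holds RNA of a separate mouse. The legend of Fig. 2 speaks of independent experiments. Arrays of other laboratories that the paper compared were not used.

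The authors computed signals from the probe intensities with the MAS5 method and normalized the arrays, and the deposited values are the log2 of these signals. The values were raised from log2 to unlogged signals wherever a minimum, a mean signal or a ratio is given. The design assumed unlogged signals, and the unit was settled on the file: the trimmed mean of the unlogged signals is 100.03 to 100.04 on all 18 arrays. The median signal per array was 18.1 to 24.3, and 48.0% to 54.4% of probe sets lay above 20. The table holds 45101 probe sets, of which 64 are controls of the manufacturer. Of the others, 34958 stand for one gene, 932 for several genes and 9211 for none. Probe sets of several genes or no gene were left out of the tests of genes, among them those of C4b and Hbb-b1. Correlations between arrays of log2 signals were 0.904 to 0.979 within groups and 0.836 to 0.976 between groups.

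Probe sets with a mean unlogged signal above 20 over all arrays were kept (22932), and the probe set with the highest mean signal stood for each gene symbol. One linear model of limma 3.58.1 (R 4.3.3, data.table 1.17.8) with a mean per group, moderated variances with a trend and 12 residual degrees of freedom gave log2 fold changes, standard errors and p-values, which were adjusted over all genes by the method of Benjamini and Hochberg. A gene rose or fell where its adjusted p was below 0.05. The comparisons were IH5D, IH5DR2 and 12 m against Ctrl, IH28D against Ctrl28, IH5DR2 against IH5D, and Ctrl28 against Ctrl. The differences of IH28D against Ctrl28 from IH5D against Ctrl and from 12 m against Ctrl were tested in the same fit. The adjusted p-values given beside genes are these, and each p beside a principal component or a mean of a gene group comes from an exact permutation test of 3 against 3 arrays, whose smallest possible value is 0.1. Where no test of limma passed, the count without adjustment and the count of the methods' t-test are given beside it.

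Gene groups were tested with camera (limma) with an inter-gene correlation preset at 0.01 and, as an alternative, with the correlation estimated from the arrays, which has little precision with 3 arrays per group. The 44 groups were fixed before the data were examined: oxidative phosphorylation, tricarboxylic acid cycle, glycolysis, neurogenesis and immature neurons, RNA export and nuclear transport, splicing factors, translation initiation factors, cell cycle and mitosis, ubiquitin conjugation, proteasome, protein kinases, protein phosphatases, MAPK signaling, PI3K-Akt signaling, glutamatergic synapse, mTOR complex and effectors, ribosomal proteins, immediate early genes, circadian clock, hypoxia response, glucocorticoid targets, heat shock and chaperones, antioxidant response, astrocytes, microglia and macrophages, oligodendrocytes and myelin, oligodendrocyte precursors, endothelial cells and pericytes, choroid plexus, ependymal cells, meninges and fibroblasts, blood, pyramidal neurons of CA1 and CA3, dentate granule cells, interneurons, neocortex, thalamus and habenula, striatum and septum, aging (complement, MHC and interferon), presynaptic proteins, postsynaptic proteins, tau with its kinases and phosphatases, microRNA processing, and long neuronal and synaptic adhesion genes. Their members were written from general knowledge, so the lists of the maps and of the clusters are not those of the paper's GO terms. A further 691 Reactome pathways were tested in the same way.

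Genes are named by a fixed rule. For each comparison these are the 8 largest rises and falls among genes that passed, had a mean signal of at least 100 in the higher group and did not overlap between the groups. For each group named they are the 4 members of smallest p, and the genes of the paper and a fixed set of clock, activity, hypoxia and glia genes were added. Il1r1, Gria3, Taok2, Cacng8, Flna, G6pc3 and Itga7, where named by their ratio, and genes named for a role in the text beside their group, were chosen after the values were seen. By chance, groups of 3 arrays do not overlap in 10% of genes.

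Principal components were computed from standardized log2 signals. Similarity of comparisons was measured as the Pearson and Spearman correlation of log2 fold changes and as the overlap of genes that passed. Expected overlaps are those of independent lists, and 200 simulated data sets with the residual spread of each gene and no group effect gave the correlation that shared controls alone produce. Ratio counts take the ratio of arithmetic mean signals, with the thresholds of 2 and 0.5 of the legends of Figures S2, S3 and S5. Fisher's exact test compared the share of a map with the share of all genes.

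The 3' to 5' gap is the log2 difference between the probe sets at the 3' and 5' ends of Actb and Gapdh. The pairing of arrays by number was checked with correlations of deviations from the group means. It was seen in IH5D against Ctrl alone, where each array resembled the control of its own number most.

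The number of arrays per group limits the precision. On simulated data with the spread of the arrays, 90.9% to 98.5% of changes of log2 size 2 were found in each comparison, 64.2% to 76.1% of changes of size 1, and 4.48% to 14.9% of changes of size 0.5. Of 20 draws with a gene group shifted by -0.3, all 20 were found, and 0 of 840 groups without a shift passed with camera. These draws used the spread of each gene alone. They do not show how camera at its preset correlation treats groups whose genes vary together between arrays.

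Alternatives were the minimum signal (none, or 100), quantile normalization, median centring, signals under 20 set to 20, a fit of the compared groups alone, the replicate number as a block, no variance trend, array weights, the mean of all probe sets of a gene, the methods' t-test on unlogged and log2 signals, geometric means, the estimated correlation, a hypergeometric test, and leaving out each array in turn. Added after results were seen were the 3' to 5' gap as a covariate, Ctrl in place of Ctrl28, Ctrl28 in place of Ctrl, and the block in a fit of IH5D and Ctrl alone. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.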

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

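The tests of Ctrl or Ctrl28 arrays standing apart, of RNA quality on the genes of IH28D, of scaling in each gene group, of choroid plexus cells and of an acute rise were chosen after the results were seen. The effect of 28 days of IHT against Ctrl28 differed from the effects of 5 days of IHT and of 12 months in single genes of several kinds. Cdk5, the kinase that phosphorylates tau, differed between IH28D and IH5D by 1.07 (log2, n = 3 arrays per group, limma adjusted p = 0.00321), and between IH28D and 12 m by 1.64 (3.13e-05). Tsc22d4, a glucocorticoid-regulated gene, differed by 1.08 (0.00535) and 1.58 (8.53e-05), and the complex III gene Uqcrc1 by 0.84 (0.0115) and 1.29 (0.000148). In all, the effect differed from that of IH5D in 1125 genes (766 higher, 359 lower; 2983 without adjustment) and from that of 12 m in 4126 (2379 higher, 1747 lower; 5314 without adjustment). Both counts contain the difference between Ctrl28 and Ctrl (4409 genes), and 12 m against IH28D directly gave 54 genes (18 higher, 36 lower in 12 m). The count of 1125 was 529, 739 and 3331 without Ctrl array 2, Ctrl array 3 and Ctrl28 array 1, 731 and 595 without IH5D arrays 1 and 3, 732 and 654 without Ctrl28 arrays 2 and 3, and 692 and 714 without IH28D arrays 1 and 3. Of 100 drawn splits of the arrays, 2 gave as many genes as IH28D against IH5D, the real one included, and the other, with 2720 genes, keeps IH5D apart from Ctrl and sets IH28D arrays 1 and 3 with Ctrl28 array 1. For 12 m, 4 of 100 splits gave as many, with 5339 the highest other, and each drawn split that keeps 12 m apart from Ctrl gave 1485 to 5339. Apart from the real one, each split breaks or turns at least 1 of the comparisons. The splits therefore do not test whether the effects differ, and chance stays open for both counts.

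The paper places Ctrl28 between Ctrl and 12 m on PC1 and names no gene that differs between Ctrl28 and Ctrl. These untreated groups differed, while the lists of presynaptic proteins (camera adjusted p = 0.247), postsynaptic proteins (0.96) and microglia (0.247) did not pass. Syn1, which encodes a protein of synaptic vesicles, fell in Ctrl28 (log2 -1.34, limma adjusted p = 9.13e-05, n = 3 arrays per group), as did Unc13a, a vesicle priming factor (-1.04, 0.000287). The complement genes C1qa (-1.37, 1.96e-05), C1qb (-1.52, 3.92e-06) and C1qc (-1.27, 1.65e-05) and the lipid carrier gene Apoe (-1.07, 3.65e-05) fell, and Hspa5, a chaperone of the endoplasmic reticulum, rose (1.08, 0.000234). In all 4409 genes passed (1965 higher, 2444 lower; 5559 without adjustment), and 2829 and 2839 passed without Ctrl array 2 and Ctrl28 array 3. Of 10 splits the real one gave the most, with 2801 for the next (Ctrl28 array 1 with Ctrl arrays 2 and 3), and 10 splits are too few for a share under 0.05. A fit of these groups alone and the methods' t-test with adjustment gave fewer than 4409 genes, and array weights gave more. The 3' to 5' gap averaged 1.39 in Ctrl28 and 0.41 in Ctrl, so RNA quality moves with the groups.

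Of the 705 genes that rose in IH28D against Ctrl28, Ctrl28 lay beyond all other groups in 633, and 490 had the opposite sign against Ctrl (median 0.78 against Ctrl28 and -0.20 against Ctrl), while of the 285 that fell it lay beyond all others in 215, and 59 had the opposite sign (-0.575 and -0.386). A candidate explanation is that the Ctrl28 arrays stand apart: against Ctrl, 237 of the 990 genes (23.9%) passed in the same direction. The values argue against Ctrl28 array 1, the array of most degraded RNA, as the whole cause, since 815 genes (82.3%) passed in the same direction without it. RNA quality stays open, since 565 genes (57.1%) passed with the 3' to 5' gap as a covariate, and the gap moves with the groups. The 28 days of IHT and a batch stay open, as the Ctrl28 arrays have later record numbers than all others, so that a batch cannot be told apart from the group, while Ctrl28 was reared for 28 days as the control of IH28D.

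Long neuronal genes were higher and oxidative phosphorylation genes lower in IH5D, IH5DR2 and 12 m than in Ctrl. With an estimated correlation no gene group passed camera in these comparisons (smallest adjusted p = 0.485). The values argue against scaling between arrays as the whole cause for long neuronal genes, where the smallest part of a median kept under quantile normalization or median centring was 0.836 (0.813 without any one array; largest camera adjusted p = 2.59e-05), but leave it open for oxidative phosphorylation (0.473, and 0.407 without one array; 0.0213). If the Ctrl arrays stood apart, Ctrl28 would show the same, and it did for long neuronal genes (median 0.64, camera adjusted p = 0.00029, and 0.972 with an estimated correlation). It left oxidative phosphorylation open (-0.12, 0.567), where the Ctrl28 arrays disagreed. The mean log2 signal of this list was 11.633 on Ctrl28 array 1, the array of most degraded RNA. On Ctrl28 arrays 2 and 3 it was 10.942 and 10.963, below each Ctrl array (11.087 to 11.432), without any IHT. Age may contribute, since 12 m against Ctrl28 gave 0.20 for long neuronal genes (0.00653) and -0.46 for oxidative phosphorylation (7.56e-11), though neither passed with an estimated correlation (adjusted p = 0.664 for both). Ctrl28 array 1 adds to both differences, as its means lay farther from the 12 m arrays than those of Ctrl28 arrays 2 and 3. RNA quality stays open. Deviations of the 3' to 5' gap and of the difference of these groups correlated with r = -0.693 over 18 arrays (permutation within groups, p = 0.317). Ctrl28 array 1 held 64.1% of the variation of the gap within groups. The Spearman correlation was -0.0733 (p = 0.838), and r was 0.434 (p = 0.125) without Ctrl28 arrays 1 and 2.

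Glucocorticoid targets were lower 64 h after IHT than right after it, in a comparison the paper does not describe. Sgk1, a kinase induced by glucocorticoids, stood at 1886 ± 403 in IH5D and 751 ± 9.21 in IH5DR2 (mean ± SD, n = 3 arrays per group; log2 -1.31, limma adjusted p = 0.073), and Mertk, a receptor for the uptake of dead cells, at -0.56 (0.568). The median over 24 targets was -0.373 (camera adjusted p = 4.89e-18, and 0.0559 with an estimated correlation; 7 lower over the list alone; 2 positive), and their mean was lower on each IH5DR2 array than on any IH5D array (-0.461, exact permutation test, p = 0.1). Against Ctrl it was lower in IH5DR2 (-0.326, exact p = 0.1; median -0.40, camera adjusted p = 0.00995, and 0.555 with an estimated correlation), with Sgk1 at -0.92 (0.0243). An acute rise under IHT may be the cause, but the median in IH5D against Ctrl was 0.0946 (camera adjusted p = 0.181; exact p of the mean 0.5), which decides nothing. Time of day stays open, since by design IH5D mice were killed in the late afternoon and IH5DR2 mice in the morning: the median of 6 clock outputs was -0.241 (exact p of the mean 0.3), with Per2 at -0.74 (0.552), and Arntl, which cycles against them, at 0.65 (0.996; exact p = 0.1). Cells of the choroid plexus stay open. The median of 20 of their genes was 1.04 higher in IH5DR2 (camera adjusted p = 0.000401, and 0.89 with an estimated correlation), with Ttr at 9169 ± 5870 in IH5D (0.70, 0.999). This runs opposite to the lower targets, but with an exact p of 0.6 for the mean it decides nothing.

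Choroid plexus genes were lower at 12 months, which the paper does not report. Ttr, which encodes the thyroxine carrier of the choroid plexus, fell from 10130 ± 7570 in Ctrl to 1008 ± 535 in 12 m (mean ± SD, n = 3 arrays per group; log2 -2.90, limma adjusted p = 0.00236). Slc4a5, a bicarbonate transporter (-6.18, 0.00077), and Otx2, a transcription factor of this epithelium (-4.14, 0.00333), fell as well. Of 20 genes 15 fell and none rose (19 and 0 over the list alone; median -2.90, camera adjusted p = 0.00288, and 0.665 with an estimated correlation). In IH28D against Ctrl28 the median was -1.04 (0.029, and 0.899 with an estimated correlation), and no gene passed. The mean log2 signal of the list was 7.94, 8.02 and 5.02 on the IH28D arrays and 8.34, 7.98 and 7.80 on the Ctrl28 arrays. IH28D array 3 thus carried most of this fall. Genes of ependymal cells, which line the ventricles, had a median of -1.30 in 12 m (0.0841; 9 of 13 fell and 1 rose, 10 and 2 over the list alone). No explanation was tested for these falls, and the amount of choroid plexus in each sample is not known.

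Other splits of the arrays gave no gene for IH5D against Ctrl (real 760), IH5DR2 against Ctrl (654) and 12 m against Ctrl (6208), and at most 267 for IH28D against Ctrl28 (990; IH28D arrays 1 and 3 with Ctrl28 array 1). For IH5DR2 against IH5D limma gave 0 genes in all 10 splits, the real one included (418 without adjustment, and 700 by the methods' t-test without adjustment). Leaving out single arrays moved these counts to 0 to 2727, 0 to 2594, 4629 to 7051, 462 to 1818 and 0 to 2. The size of the oxidative phosphorylation median was reached in 3 of 10 splits for IH5D (0.264, highest other 0.322), 4 for IH28D (0.369, 0.489) and 1 for 12 m (0.608, 0.362). For neurogenesis it was 2 in IH5D (0.0962, 0.14), 2 in IH28D (0.0612, 0.0671) and 2 in 12 m (0.123, 0.141). For RNA export it was 10 (0.0013, 0.0448), 1 (0.11, 0.099) and 1 (0.0938, 0.0451), and for ubiquitin conjugation 1 (0.0886, 0.0783), 9 (0.0177, 0.0981) and 1 (0.0883, 0.0705). With 10 splits each, these are too few for a share under 0.05. The splits did not keep the pairing of IH5D and Ctrl arrays by number. Within each pair the mean log2 signal of oxidative phosphorylation genes was lower in IH5D (11.087 to 10.816, 11.432 to 11.134 and 11.345 to 11.114).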

How the results depend on the processing

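The alternatives with the 3' to 5' gap, with exchanged controls and with the block in a fit of 2 groups were chosen after the results were seen. Of 151 changes of named genes, those under the alternatives chosen at the start kept their direction and side of the threshold in 1686 cases, no longer passed in 382, newly passed in 23 and reversed in 2. Without single arrays they did so in 2459, 250, 9 and 0 cases, and under the added alternatives in 210, 34, 4 and 27. The number of arrays limits the precision, and signals near 20 lie close to the background. All alternatives chosen at the start were run. Where no cause is given, the cause was not tested.

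No minimum signal gave 449 genes in IH5D, 373 in IH5DR2, ratio counts of 12 and 21 (MAPK, IH5D and IH28D), 16, 27 and 43 (PI3K-Akt, with 12 m) and 4 and 5 (glutamate), r = 0.585 and 0.558 for IH5D and IH5DR2 with 12 m, and 22.7% for PC1. A mean signal over 100, with fewer genes tested, gave 0.0983 for ubiquitin conjugation in 12 m (camera adjusted p = 0.0533), 2 MAPK genes in IH28D, 15 PI3K-Akt genes in 12 m, and r = 0.912 and 0.873. Quantile normalization gave 2 PI3K-Akt genes in IH5D, and median centring 501 rises and 211 falls in IH5D, 328 and 223 in IH5DR2, 410 and 402 in IH28D, 1 gene in IH5DR2 against IH5D, 0 glutamate genes in IH5D (by ratio, with no test) and 3 PI3K-Akt genes in IH28D. Signals under 20 set to 20 gave r = 0.875 and 0.833, and centring without scaling 39.2% for PC1. Geometric means gave 1 and 2 glutamate genes in IH5D and IH28D.

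A fit of the compared groups alone gave 2130 (IH5D), 2197 (IH5DR2), 35 (IH28D), 8 (IH5DR2 against IH5D), 1972 (Ctrl28 against Ctrl) and 693 genes (difference of IH28D and IH5D). Arrays of IH5D and Ctrl with the same number resembled each other (r = 0.153, 0.289 and 0.239), and other comparisons did not pair throughout. With the replicate block 434 genes passed in IH5D, 340 in IH5DR2 and 1 in IH5DR2 against IH5D, and with the block and the 2 groups alone 4092 in IH5D. A fit without the variance trend gave 454 genes in IH5D and 322 in IH5DR2. Array weights gave 3589, 3567, 3390, 25 and 7618 genes (IH5D, IH5DR2, IH28D, IH5DR2 against IH5D, Ctrl28 against Ctrl), 4449 and 6701 for the differences from IH5D and 12 m, 0.0989 for neurogenesis in IH5D (0.0568) and -0.0888 for oxidative phosphorylation in IH28D (0.0886). The mean of all probe sets gave 415 and 329 genes in IH5D and IH5DR2, 0.112 for neurogenesis in IH5D (0.0515) and 1 glutamate gene in IH5D. It reversed Cs in IH28D (0.0192, limma adjusted p = 0.938) and Ppp2ca in 12 m (0.33, 0.0131).

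The methods' t-test without adjustment gave 2589, 2515, 700 and 2807 genes on unlogged and 2559, 2473, 702 and 2721 on log2 signals (IH5D, IH5DR2, IH5DR2 against IH5D, Ctrl28 against Ctrl). With adjustment it gave 0, 0, 1, 1517 and 0 on unlogged and 0, 0, 0, 1666 and 0 on log2 signals (IH5D, IH5DR2, IH28D, 12 m, Ctrl28 against Ctrl), where limma without adjustment gave 3375, 3326, 2898, 6931 and 5559. With an estimated correlation the adjusted p was 0.831, 0.798 and 0.665 for oxidative phosphorylation (IH5D, IH28D, 12 m), 0.524 for neurogenesis and ubiquitin conjugation in IH5D, and 0.616 for the latter in 12 m. The hypergeometric test gave 1 for oxidative phosphorylation in IH5D and IH28D, and 0.392 for neurogenesis in IH5D.

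With the 3' to 5' gap as a covariate 2912, 2624 and 1857 genes passed in IH5D, IH5DR2 and IH28D, and 3535 differed between IH28D and IH5D. Neurogenesis in IH5D stood at 0.11 (0.077), and oxidative phosphorylation in IH28D reversed (0.0773, 0.835). Ctrl in place of Ctrl28 gave 3883 genes and 0.0875 for ubiquitin conjugation in IH28D (0.0349). It reversed Akt1 (-0.10), Akt1s1 (-0.40), C1qc (-0.45), Cdc37 (-0.26), Cdk5 (-0.40), Ddx39b (-0.13), Dlg4 (-0.30), Fzr1 (-0.42), Gnal (0.26), Kif1a (-0.0587), Mapk8ip1 (-0.44), Mlst8 (-0.45), Pak6 (-0.19), Pcsk1n (-0.24), Ptprn (-0.21), Rnf167 (-0.33), Slc17a7 (-0.34), Syn1 (-0.47), Tomm40 (-0.27), Tsc2 (-0.31) and Xrn2 (0.31). Ctrl28 in place of Ctrl gave 1904 genes and 0.0618 for ubiquitin conjugation in 12 m (0.427), and reversed Arntl (-0.0084), Cdk5 (0.25), Dlg4 (0.13), Pick1 (0.12), Slc17a7 (0.59) and Syp (0.36).

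Leaving out each array in turn gave 0 to 2727 genes (IH5D), 0 to 2594 (IH5DR2), 462 to 1818 (IH28D), 4629 to 7051 (12 m), 0 to 2 (IH5DR2 against IH5D), 2829 to 6210 (Ctrl28 against Ctrl), and 529 to 3331 and 3051 to 5816 for the differences of IH28D from IH5D and 12 m. In IH5D, IH28D and 12 m oxidative phosphorylation ranged from -0.374 to -0.174, -0.512 to -0.121 and -0.72 to -0.531, neurogenesis from 0.017 to 0.132, 0.0111 to 0.12 and -0.168 to -0.0858, RNA export from -0.00576 to 0.0414, -0.0623 to 0.17 and -0.122 to -0.0402, and ubiquitin conjugation from 0.0389 to 0.125, -0.0594 to 0.076 and 0.0289 to 0.122. Ratio counts were 1 to 5, 4 to 11 and 29 to 36 (MAPK), 1 to 4, 5 to 11 and 24 to 34 (PI3K-Akt), and 0 to 4, 1 to 5 and 15 to 20 (glutamate). The gene groups that passed numbered 38 to 56 (47 with all arrays). Correlations with 12 m were 0.808 to 0.879 (IH5D), 0.749 to 0.838 (IH5DR2) and -0.163 to 0.327 (IH28D, lowest without Ctrl28 array 1), and PC1 carried 32.3% to 39.1%.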

Differences from the paper's values

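The 3' to 5' gap as a covariate and the exchanges of Ctrl and Ctrl28 were chosen after the results were seen. PC1 carried 36.05% of the variance of the probe sets with a mean signal above 20, against the paper's 23%. Of the alternatives set before the data were examined, no minimum signal gave 22.74%, which does not differ from the paper's value, while quantile normalization (35.69%), centring without scaling (39.21%) and unlogged signals (35.72%) gave shares that do. PC2 carried 13.39% and PC3 8.88%, against the paper's 10% and 7.5%. These lie within 1.5 times of each other but apart by more than the spread without single arrays (0.551 and 0.49). No minimum signal gave 9.95% and 7.5%, within that spread, while the other settings gave 12.76% to 13.27% and 8.23% to 9.25%, outside it.

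The paper's Table 1 gives clusters B, C and E as higher in IH5D, IH28D and 12 m. Its GO terms could not be rebuilt, so lists written for each cluster stand in for them. The neurogenesis list was higher in IH5D (median 0.10, camera adjusted p = 0.0337, and 0.524 with an estimated correlation; not passing without Ctrl array 1, IH5D array 3 or Ctrl28 array 1, or with array weights) but at -0.12 in 12 m, with Sox11 up in IH5D (1.09) and Nrep, a gene of growing axons, down in IH28D (-0.70, adjusted p = 0.0136). The RNA export list stood at -0.0013 in IH5D and -0.09 in 12 m, with means of 0.12 and 0.14, and Upf2 rose in both (1.12 and 2.32). Splicing factors, another list of RNA metabolism, were higher in IH5D (0.26, 1.46e-05) and 12 m (0.27, 0.000372), as in the table, though not with an estimated correlation (0.485 and 0.616), and in IH28D they stood at 0.07 (0.718). The lists of clusters B, C and E did not pass in IH28D against Ctrl28, while against Ctrl splicing factors (0.29, 1.93e-05) and the list of cluster E (0.0875, 0.0349) did, but not with an estimated correlation (0.458 for both). The cluster A list was lower in IH5D, IH28D and 12 m, and the cluster E list higher in IH5D and 12 m, as in the table, with camera at its preset correlation. With an estimated correlation none of these passed (adjusted p = 0.831, 0.798 and 0.665, and 0.524 and 0.616). The hypergeometric test, the kind of test the paper used, passed neither for the cluster A list in IH5D and IH28D nor for the cluster B list in IH5D. Cluster A in IH28D turned to 0.0773 (0.835) with the 3' to 5' gap as a covariate, and cluster E in 12 m did not pass against Ctrl28 (0.427).

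The paper states that the alteration of the glutamate map grew from IH5D over IH28D to aging. Here 2 genes passed its ratios in IH5D and 1 in IH28D. Ratios of geometric means (1 and 2) and no minimum signal (4 and 5) gave the paper's order. Without single arrays the counts were 0 to 4 in IH5D and 1 to 5 in IH28D, so the order of these groups is not settled. For the MAPK and PI3K-Akt maps the paper states a growth from IH5D to IH28D or aging, and does not order IH28D against aging. Here fewer genes passed in IH5D than in IH28D or 12 m. Each gene of these maps that passed in IH28D had a ratio below 0.5 in Ctrl28 against Ctrl. Low signals in Ctrl28 thus enter the IH28D counts, which do not by themselves show growth with longer IHT. Above a mean signal of 100, however, the MAPK map had 2 genes in both IH5D and IH28D.

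The paper places IH5D, IH5DR2 and IH28D in this order from Ctrl to 12 m on PC1. The mean score of IH5DR2 (17.9) lay nearer to Ctrl than that of IH5D (11.6), with overlapping arrays (exact permutation test, p = 0.7), while IH28D lay nearest to 12 m (-41.5), as in the paper. It groups IHT with aging in a dendrogram of GO terms. The log2 changes of IH5D and IH5DR2 correlated with those of 12 m (0.855 and 0.806, with shared Ctrl arrays), but those of IH28D did so with r = 0.152, and 393 genes, Dlg4 (0.94 and -1.11) among them, rose in IH28D and fell in 12 m. With the control groups exchanged (IH28D against Ctrl, 12 m against Ctrl28, no shared array) r was 0.40, 509 genes rose in both, 302 fell in both and 44 rose in IH28D and fell in 12 m, and Dlg4 turned (-0.30 and 0.13).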

Other observations

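The comparisons with exchanged controls in this part were chosen after the results were seen. RNAs of several proteins that the paper measured by immunoblot changed after 28 days of IHT or at 12 months, and the probe sets of some disagreed. Mapt, which encodes tau, rose from 653 ± 55.6 in Ctrl28 to 930 ± 149 in IH28D (mean ± SD, n = 3 arrays per group; log2 0.50, limma adjusted p = 0.0269) and fell in 12 m (-0.42, 0.0141), but passed with exchanged controls in neither (0.146, 0.405 against Ctrl; -0.064, 0.776 against Ctrl28). Its other 3 probe sets gave 0.02, 0.98 and 1.95 in IH28D, and -0.27, -0.006 and -0.29 in 12 m, and with the mean of all probe sets Mapt did not pass in 12 m (-0.25, 0.0722). Gsk3b, a kinase of tau, rose from 378 ± 26.5 to 719 ± 50.2 in IH28D (0.93, 0.000542), and also in IH5DR2 (0.63, 0.0233) and 12 m (0.75, 0.000382). The other 5 probe sets of Gsk3b gave 0.02 to 0.30 in IH28D, among them one of nearly the same mean signal (577.5 against 586.7) at 0.17, and with the mean of all probe sets it did not pass in IH28D (0.28, 0.327) or IH5DR2 (0.54, 0.0655). Mark2, which phosphorylates tau at microtubules, rose in IH28D (1.14, 0.000416; 0.0551 and 0.811 against Ctrl), and Cdk5r2, an activator of Cdk5, fell in 12 m (-1.35, 5.49e-05). Ppp2ca, the catalytic subunit of PP2A, stood at -0.11 in IH28D (0.493) and -0.13 in 12 m (0.221). With the mean of all probe sets Ppp2ca rose in 12 m (0.33, 0.0131). Syp, which encodes synaptophysin, fell from 1181 ± 134 to 580.2 ± 13.8 in 12 m (-1.02, 0.0148), and in Ctrl28 its arrays spread widely (565 ± 476). Pick1, a partner of GluA2, fell in IH5DR2 (-0.75, 0.0286) and 12 m (-0.53, 0.0198), while Gria1, the GluA1 subunit, was at 0.27 in IH28D (0.588) and -0.53 in 12 m (0.108). In 12 m against Ctrl28, Syp and Pick1 were not lower (0.36 and 0.12).

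As groups, tau with its kinases and phosphatases passed in IH28D (9 of 37 rose, none fell; 11 and 2 over the list alone; median 0.36, camera adjusted p = 0.0103, and 0.766 with an estimated correlation). So did presynaptic proteins (8 of 26 rose; 10 over the list alone; 0.25, 0.019, and 0.795 with an estimated correlation), such as Syn1 (0.87, 0.0119; -0.47 against Ctrl in place of Ctrl28), and postsynaptic proteins (6 of 34 rose; 9 over the list alone; 0.21, 0.00861, and 0.766 with an estimated correlation). Against Ctrl in place of Ctrl28 none of these groups passed (-0.093, camera adjusted p = 0.935, for tau, -0.268, 0.792, for presynaptic and 0.249, 0.0674, for postsynaptic proteins). Immediate early genes, which follow neuronal activity, were higher in IH28D (4 of 34 rose, also over the list alone; 0.34, 0.0122, and 0.795 with an estimated correlation), with Egr4 at 1.57 (0.00105) and Junb at 1.22 (0.00105). Against Ctrl the group passed as well (0.291, 0.00781, and 0.475), but not Egr4 (0.239, 0.48) or Junb (0.225, 0.388). At 12 months 17 of 34 rose, also over the list alone (0.69, 0.000206, and 0.616 with an estimated correlation), among them Egr2 (2.37, 7.06e-05) and Arc, a protein of synaptic plasticity (1.58, 0.0104). Npas4, an activity-dependent transcription factor, did not pass in 12 m (2.10, 0.0918).

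Genes of protein synthesis and breakdown had lower signals in several comparisons. Of 42 ribosomal protein genes none passed in IH5D (median -0.31, camera adjusted p = 0.000381, and 0.831 with an estimated correlation), 2 fell in IH5DR2 (2 over the list alone; -0.32, 9.69e-06, and 0.704), 4 in IH28D (11; -0.36, 1.11e-08, and 0.795) and 20 in 12 m (20; -0.56, 0.000755, and 0.665), such as Rplp0 (-0.88, 0.000204; -0.0504 and 0.846 against Ctrl28). Of 44 proteasome genes 2 rose and 26 fell in 12 m (2 and 28; -0.44, 0.00288, and 0.622), with Psmb2 at -0.80 (4.67e-05). The group also passed in IH5D (-0.23, 0.0337, and 0.754), IH5DR2 (-0.24, 0.00493, and 0.555) and IH28D (-0.12, 0.0122, and 0.795), with few genes passing in each. Glycolysis genes were lower in IH5D (-0.29, 0.0177, and 0.754), IH5DR2 (-0.30, 0.00174, and 0.555) and 12 m (11 of 14 fell, also over the list alone; -0.51, 0.00288, and 0.665), but higher in IH28D against Ctrl28 (4 rose, 1 fell; 5 and 1; 0.20, 0.0383, and 0.828). Ctrl28 itself was lower than Ctrl in these genes (-0.55), and IH28D against Ctrl was lower too (5 fell, 6 over the list alone; -0.34, 0.00372, and 0.475). Genes of the tricarboxylic acid cycle passed in IH28D (1 of 26 rose, 4 fell; 2 and 10 over the list alone; -0.19, 0.0103, and 0.766) and 12 m (3 and 15; 3 and 15; -0.44, 0.0399, and 0.622), with Cs, citrate synthase, at -0.45 in IH28D (0.0371; 0.02 with the mean of all probe sets). Genes of the antioxidant response passed in 12 m (1 of 26 rose, 17 fell, also over the list alone; -0.55, 0.026, and 0.616) and IH5DR2 (-0.25, 0.0124, and 0.555), with Gpx3, a secreted peroxidase, at -2.85 in 12 m (0.00306; -0.468 and 0.687 against Ctrl28). Chaperones passed in IH5DR2 against IH5D (0.10, 0.0381, and 0.89), where no gene passed, and translation initiation factors in none of the 6 comparisons (smallest camera adjusted p = 0.567).

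Of the glial and vascular groups, genes of complement, MHC and interferon passed in IH5D (1 of 32 fell, none over the list alone; median -0.45, camera adjusted p = 0.000811, and 0.735 with an estimated correlation) and IH5DR2 (none; -0.37, 0.00374, and 0.555). C1qc fell in IH5D (-0.52, 0.0491) and rose in IH28D (0.82, 0.00284; -0.45 against Ctrl). Genes of meninges and fibroblasts passed in IH5DR2 against IH5D (0.68, 5e-05, and 0.89), where 1 of 13 was higher over the list alone. Groups with no pass in the 6 comparisons had these smallest camera adjusted p-values: microglia 0.0911, astrocytes 0.278, oligodendrocytes 0.194, oligodendrocyte precursors 0.366, endothelial cells and pericytes 0.243, and blood 0.372. Gfap, a filament of astrocytes, fell in 12 m from 372 ± 66.0 to 156 ± 92.6 (-1.48, 0.00354). Pyramidal neurons of CA1 and CA3 had 0.109, dentate granule cells 0.319, interneurons 0.433, neocortex 0.173, thalamus and habenula 0.414, and striatum and septum 0.3. On 12 m array 3 the mean log2 signal was 8.35 for neocortex genes and 7.68 for striatum and septum genes. All other arrays lay at 7.06 to 7.56 and at 6.71 to 7.03. Whether this 12 m sample held tissue from outside the hippocampus was not tested.

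The hypoxia response did not pass in any of the 6 comparisons (smallest camera adjusted p = 0.0533, in IH5DR2 against IH5D), nor did the circadian clock (0.284, in IH28D). Pdk1, a kinase of pyruvate dehydrogenase, rose in IH5DR2 (0.64, 0.0245; 0.21 and 0.261 with the mean of all probe sets). Vegfa rose in 12 m (0.58, 0.0263; 0.315 and 0.309 against Ctrl28), with nearly the same values in IH5D (0.51, 0.12) and IH5DR2 (0.54, 0.109), which did not pass. Per1, a clock gene that glucocorticoids induce, rose in IH28D (0.74, 0.0402; 0.154 and 0.59 against Ctrl), and Arntl, the core activator of the clock, in 12 m (0.54, 0.0186), which against Ctrl28 turned direction (-0.00836, 0.979). Of 691 Reactome pathways 28 were lower in IH5D, 66 in IH5DR2, 74 in IH28D and 60 in 12 m, and 0, 0, 10 and 2 were higher, with camera at its preset correlation. With an estimated correlation none passed (smallest adjusted p = 0.871, 0.747, 0.533 and 0.776). Mitochondrial translation elongation led in IH5D (median -0.32, camera adjusted p = 0.000106) and 12 m (-0.65, 3.21e-06), translation elongation in IH5DR2 (-0.32, 9.28e-05), and respiratory electron transport with ATP synthesis in IH28D (-0.36, 2.49e-08).

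Groups of 3 arrays did not overlap in 41.4% of genes for IH5D against Ctrl, 40.8% for IH5DR2, 23.6% for IH28D against Ctrl28 and 62.9% for 12 m, where chance gives 10%. Changes of Ctrl28 against Ctrl and of 12 m against Ctrl correlated with r = 0.696, with 1560 genes up in both (426 expected) and 1770 down in both (772 expected). Shared Ctrl arrays alone gave mean r = 0.48 in simulated data (0.012 to 0.804; covariance 0.0378 against 0.321 measured). Part of the excess may come from these arrays, since 1904 genes passed in 12 m against Ctrl28. IH28D against Ctrl and 12 m against Ctrl28 share no array, and r was 0.40, with 509 genes up in both (164 expected) and 302 down in both (153 expected). Between 12 m and IH28D 54 genes passed (18 higher, 36 lower in 12 m; 2064 without adjustment).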
